# AMPK Phosphorylates LMX1b to Regulate a Brainstem Neurogenic Network Important for Control of Breathing in Neonatal Mice

**DOI:** 10.3390/ijms26010213

**Published:** 2024-12-30

**Authors:** Traci L. Marin, Christopher G. Wilson, Miguel Lopez Ramirez, Wei Sun, Atul Malhotra, Brendan Gongol

**Keywords:** AMPK, Lmx1b, ventilatory drive, respiratory center maturation, apnea, brainstem, apnea of prematurity, AOP, sudden infant death syndrome, SIDS

## Abstract

Ventilatory drive is modulated by a variety of neurochemical inputs that converge on spatially oriented clusters of cells within the brainstem. This regulation is required to maintain energy homeostasis and is essential to sustain life across all mammalian organisms. Therefore, the anatomical orientation of these cellular clusters during development must have a defined mechanistic basis with redundant genomic variants. Failure to completely develop these features causes several conditions including apnea of prematurity (AOP) and sudden infant death syndrome (SIDS). AOP is associated with many adverse outcomes including increased risk of interventricular hemorrhage. However, there are no pharmacological interventions that reduce SIDS and AOP prevalence by promoting brainstem development. AMP-activated protein kinase (AMPK) is a kinase that regulates ventilatory control to maintain homeostasis. This study identifies a signaling axis in which the pharmacological activation of AMPK in vivo via metformin in brainstem ventilatory control centers results in the phosphorylation of LIM homeobox transcription factor 1-beta (Lmx1b), a key player in dorsal–ventral patterning during fetal development. The phosphorylation of Lmx1b transactivates a neurogenic interactome important for the development and regulation of ventilatory control centers. These findings highlight the potential for metformin in the treatment and prevention of AOP.

## 1. Introduction

Approximately 15% percent of all pregnancies end in premature delivery affecting roughly 13 million infants annually [1]. Although pre-term infants are viable after 23 weeks’ gestation, incomplete development of cardiopulmonary anatomical features, particularly the development of the central brainstem ventilatory control centers, can result in apnea of prematurity (AOP) and periodic breathing. This inability to regulate ventilatory drive results in increased mortality in premature infants. AOP is a developmental disorder attributed to a lack of cellular differentiation and the maturation of central brainstem cardio-ventilatory control centers resulting in stochastic breathing patterns that consist of cessation of breathing for >20 s accompanied by bradycardia, cyanosis, or pallor [2]. The incidence of AOP in neonates is inversely related to gestational age and birth weight, with almost 50% of infants born less than 32 weeks’ gestation experiencing a degree of AOP [3]. This finding suggests that incomplete development of the central pattern generator for breathing is a primary contributing factor. The ventilatory control centers are intricately connected and comprise spatially oriented clusters of neurons and glia, including the retrotrapezoid nucleus, lateral reticular nucleus, Bötzinger complex, pre-Bötzinger complex, and caudal ventral respiratory group, which make up an important anatomical architecture enabling the integration of neural- mechano-, and chemo-afferents that regulate ventilation and maintain normal arterial blood gas values [4].

Current interventional modalities for AOP, such as tactile or mechano-stimulation, pharmacological stimulants (methylxanthines), and positive pressure ventilation, fail to promote ventilatory control center development and reduce the duration of AOP. Further, untreated AOP requiring the use of high levels of supplemental oxygen or mechanical ventilation can result in severe comorbidities including bronchopulmonary dysplasia, retinopathy of prematurity, interventricular hemorrhage, and mortality [3,5]. Despite the high prevalence of AOP and the understanding that developmental modulation of atonal bHLH transcription factor 1 (Atoh1), paired-like homeobox 2b (Phox2b), and developing brain homeobox 1 (Dbx1) [6] are important for ventilatory control center development essential for survival across mammalian species, the molecular mechanisms that regulate ventilatory control center complex spatial positioning and maturation are unresolved.

AMP-activated protein kinase (AMPK), a heterotrimeric kinase consisting of an α, β and γ subunit, is activated by stimulations that increase the AMP/ATP ratio and plays a central role in re-establishing energy balance at the cellular, tissue, and organismal levels. At the cellular level, AMPK increases aerobic respiration by increasing mitochondrial biogenesis and function [7]. At the tissue level, AMPK regulates arterial dilation, which increases perfusion to meet local cellular O_2_ metabolic demand. At the organismal level, AMPK regulates ventilatory control, which facilitates ventilation and oxygenation at the alveolar–capillary membrane [8]. Although the role of AMPK in energy metabolism is well established, the scope of AMPK’s role across a variety of cellular functions, such as cellular differentiation and development, is limited. Evidence of AMPK double α1 and α2 knockout embryonic lethality while maintaining mouse embryonic fibroblast cellular viability suggests AMPK plays an important role in development and cellular differentiation [9]. However, the scope of AMPK’s role in the development of respiratory control centers is currently unknown.

Metformin is an AMPK agonist and a common drug used to treat diabetes mellitus that can cross both the blood–brain and placental barriers [10,11]. Neonatal administration of metformin reduces the incidence of AOP in murine animals and reduces the oxidative lung tissue damage that occurs with O_2_ delivery in neonates [12,13]. Importantly, metformin can be safely administered to pregnant women with polycystic ovarian syndrome, which significantly increases the live birth rate [14,15]. However, the scope of prenatal medications that reduce the incidence of AOP is limited, and the mechanistic basis for metformin-decreased infant mortality is unknown.

The aim of this study is to explore the activation of AMPK via metformin as an important mechanism for ventilatory control center development by activating LIM homeobox transcription factor 1-beta (Lmx1b), a regulator of dorsal–ventral patterning during fetal development [16]. Given that dorsal–ventral patterning is important for the anatomical placement of ventilatory control centers during development, and neuron differentiation is required for the control of ventilation, this study explores important roles of AMPK in the prevention and treatment of AOP. The translational applications of this study explore the mechanistic potential for the pharmacological intervention with the AMPK agonist, metformin, to reduce the incidence and co-morbidities associated with AOP, such as interventricular hemorrhage.

## 2. Results

### 2.1. AMPK Regulates the Control of Ventilation That Can Be Rescued via Metformin Administration

The cardiopulmonary system is an essential organ system that maintains cellular function in the distal tissues, including the maintenance of aerobic metabolism, and the regulation of ventilatory drive, which are vital components of this system. Given the important role of AMPK in the regulation of energy metabolism and the central role of the control of ventilation to meet metabolic demand, whether AMPK regulates the control of ventilatory drive was tested. Baseline plethysmography performed on newly born mice revealed an increase in stochastic breathing patterns with prolonged periods of apnea in *AMPKα_2_*^−/−^ (Supplementary Figure S1) but not wild-type (WT) mice (Figure 1A), with an increase in the number of apneas, a lower breath rate, longer inspiratory and cycle times, and higher partial pressure of arterial carbon dioxide (PaCO_2_) (Figure 1B). However, treatment with metformin (Sigma-Aldrich, St. Louis, USA, 200 mg/kg, intraperitoneal), a known activator of AMPK, rescued the bradypnea and hypercapnia in *AMPKα_2_^−/−^ mice* (Figure 1B), suggesting a compensatory role for AMPKα_1_ [8,17]. Since *AMPKα_2_^−/−^ mice* are hypercapnic, the possibility that AMPK plays an important role in neuron function in ventilatory control centers was investigated by measuring the length of neurite outgrowth from tissue sections obtained from AMPKα_2_^−/−^ and WT littermates. Compared with WT littermates, neurite outgrowths in ventilatory control centers were shorter in AMPKα_2_^−/−^ mice (Figure 1C). Taken together, these data suggest that AMPK plays an important role in controlling ventilatory drive.

### 2.2. AMPK Induces a Neurogenic Regulatory Network

AMPK influences ventilatory patterns by regulating neuronal activity in brainstem ventilatory centers [8], yet the mechanistic basis of this phenotype is unknown. To address this, RNA sequencing (RNA-seq) was performed on brainstem ventilatory control center tissue samples from AMPKα_2_^−/−^ mice and their WT littermates. 

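The brainstem RNA was sequenced as 3 WT libraries and 3 libraries labelled AMPKα_2_-/-. The authors aligned the reads with hisat2 in systemPipeR and deposited the counts per gene, together with the RPKM values (reads scaled by gene length and by the total of counted reads) made from them. The counts came to 14975095, 291212 and 15503065 in WT 1 to 3, with a median of 14975095, and to 15564636, 17384171 and 335986 in AMPKα_2_-/- 1 to 3, with a median of 15564636. WT 2 and AMPKα_2_-/- 3 were thus sequenced to a much lower depth, with a median of 3 and 4 counts per tested gene, against 197 to 222 in the other 4 libraries. A gene with a count of 0 could still be present at up to 9.98 CPM (counts scaled to a common library total, in edgeR's unit) in WT 2 and 9.07 CPM in AMPKα_2_-/- 3, against limits of 0.175 to 0.198 CPM in the other 4 libraries. These limits, and the standard errors given for the fold changes, cover counting error and the spread between libraries only, since the paper's text does not name how the molecular indexes of the library kit were used. The counts were scaled by TMM normalization, and the 17397 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test. DEGs are the genes with a Benjamini-Hochberg adjusted p under 0.05. The paper gives p under 0.05 as its level of significance, and its text does not name an adjustment or a fold change for DEGs.

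Prkaa2 (ENSMUSG00000028518) encodes the AMPKα_2_ subunit. It was at 25.4, 22.3 and 12.1 CPM in AMPKα_2_-/- 1 to 3, from 384, 344 and 4 counts, and at 21.9, 26.6 and 29.7 CPM in WT 1 to 3, from 333, 8 and 509 counts. The means were 19.9 ± 6.95 CPM (SD, n = 3) and 26.1 ± 3.92 CPM (SD, n = 3). The 2 groups overlapped (two-sided exact permutation test, p = 0.3, where 3 libraries against 3 allow no p below 0.1). The log2 fold change was −0.20 (SE 0.23, quasi-likelihood adjusted p = 0.659), and it was 0.03 without WT 3. Counts per gene do not tell whether the reads came from an intact transcript. The genotype is therefore used as the label of the library, and each direction given for these libraries is one between labels. Prkaa1, Prkab1, Prkab2, Prkag1 and Prkag2, which encode the other AMPK subunits tested, had log2 fold changes from −0.40 to 0.25. With Prkaa2 included, 0 of these 6 genes were DEGs, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Without WT 3, the log2 fold change of Prkab2 turned from −0.40 to 0.01 and that of Prkag1 from 0.06 to −0.06. Prkag3 did not pass the filter.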

Differential expression analyses comparing AMPKα_2_^−/−^ with WT littermate samples identified differentially expressed genes (DEG) that separate into two distinct clusters by genotype (Figure 2A). 

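Of the genes tested, 1555 (8.94%) were DEGs, 655 of them higher and 900 lower in the libraries labelled AMPKα_2_-/-. Of the DEGs, 197 were at least 2-fold higher and 407 at least 2-fold lower. An unadjusted p under 0.05 was found for 4272 genes, where 870 would be found by chance. The CPM values of the genotypes did not overlap in 4630 genes (26.6%), against 10% by chance. Of the alternatives that kept all 6 libraries and the adjusted threshold, the one that moved the number of DEGs most was limma on log2 RPKM, which gave 0 DEGs and 2757 genes with an unadjusted p under 0.05. In a comparison of the 4 deeper libraries alone, chosen after seeing the data, 6 genes were DEGs. Of the 1555 DEGs, 1554 could be tested there, all 1554 had the same sign and 1520 had an unadjusted p under 0.05. The DEGs were chosen in a fit that holds these 4 libraries, so these counts are not independent evidence. With 1 library left out at a time, the number of DEGs was 548 without WT 3, 605 without AMPKα_2_-/- 3, 921 without AMPKα_2_-/- 1 and 2958 without WT 1.

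Across all tested genes, the log2 CPM values of 2 libraries correlated with a mean Pearson's r of 0.896 within a genotype and 0.878 between genotypes. These correlations run across genes, which are not independent replicates. The difference of 0.0185 was the largest of the 10 ways to split the libraries into groups of 3 (one-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). The difference was −0.00335 without AMPKα_2_-/- 3, 0.00213 without WT 2, 0.0289 without AMPKα_2_-/- 2 and 0.0311 without WT 1. Without both shallow libraries, a setting chosen after seeing the data, it was 0.0167, the largest of only 3 splits. Over genes with at least 10 counts in every library it was 0.0516.

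Among DEGs whose groups did not overlap, Pttg1 (ENSMUSG00000020415), Gal and Gcg had the smallest adjusted p of the higher genes. Pttg1 was at 12.5, 24.0 and 36.3 CPM in the libraries labelled AMPKα_2_-/- and at 0.527, 0 and 0.700 CPM in WT (log2 fold change 5.03, SE 0.44, quasi-likelihood adjusted p = 3.3e-07). Gal was at 26.2, 26.6 and 36.3 CPM against 4.21, 6.66 and 2.63 CPM (log2 fold change 2.98, SE 0.30, quasi-likelihood adjusted p = 4.2e-06). Gcg was at or below the limit of detection in every WT library and at least 2.26-fold higher in the libraries labelled AMPKα_2_-/- (quasi-likelihood adjusted p = 8.5e-06). Of the lower genes, Slc17a7 (ENSMUSG00000070570) was at 10.6, 6.80 and 12.1 CPM against 73.1, 109.8 and 71.1 CPM in WT (log2 fold change −3.15, SE 0.25, quasi-likelihood adjusted p = 7.9e-08). Leng8 (log2 fold change −1.66, SE 0.20, quasi-likelihood adjusted p = 4.5e-05) and Ank1 (log2 fold change −1.65, SE 0.22, quasi-likelihood adjusted p = 0.000139) followed. All 6 were DEGs in each of the 6 fits that left out 1 library.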

Functional enrichment analyses using DEGs identified pathways related to neuron development including synapatogenesis, signaling and plasticity, axonogenesis, and dendrite formation (Figure 2B). 

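Lists of 25 presynaptic, 24 postsynaptic, 25 axonogenesis and 20 dendrite development genes were tested with camera (two-sided, inter-gene correlation preset to 0.01, Benjamini-Hochberg adjustment over 25 lists). Every gene of these 4 lists passed the filter, and 1, 5, 1 and 6 of them also stand in another list. The presynaptic genes were lower in the libraries labelled AMPKα_2_-/- (camera adjusted p = 0.00180, median log2 fold change −0.21, 19 of 25 lower). Of these, 8 were DEGs, and 9 when adjusted over the list alone. Slc17a7, Dnm1 (log2 fold change −1.14, quasi-likelihood adjusted p = 0.000688) and Syn1 (−0.91, quasi-likelihood adjusted p = 0.00167) had the smallest p. Without the shallow libraries, a setting chosen after seeing the data, the presynaptic list had a camera adjusted p of 0.0649. Slc17a7 is also among the genes of Figure 2D, so it is not independent of the choice made in the study. The postsynaptic genes were lower as well (camera adjusted p = 2.8e-06, median −0.57, 20 of 24 lower), with 10 DEGs, and 13 when adjusted over the list alone. Shank1 (−1.51, quasi-likelihood adjusted p = 0.000512), Dlgap3 (−1.21, quasi-likelihood adjusted p = 0.00115) and Shank3 (−1.60, quasi-likelihood adjusted p = 0.00167) led this list.

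The dendrite development genes were lower (camera adjusted p = 0.00141, median −0.45, 18 of 20 lower), with 4 DEGs, and 9 when adjusted over the list alone. Shank1, Shank3 and Reln (−0.91, quasi-likelihood adjusted p = 0.0110) had the smallest p in it. Reln was not a DEG without WT 3, AMPKα_2_-/- 1 or AMPKα_2_-/- 3, where its adjusted p reached 0.0824. Without the genes that stand in another list, the camera adjusted p of the dendrite list was 0.179. Removing the trend of the fold changes with gene length gave it a camera adjusted p of 0.313, and removing the trends with length and GC content one of 0.491. The axonogenesis genes did not pass the threshold (camera adjusted p = 0.121, median −0.14, 18 of 25 lower), except without WT 1 (camera adjusted p = 0.0128). Among them were 10 DEGs, and 12 when adjusted over the list alone, led by Gap43 (1.48, quasi-likelihood adjusted p = 0.000125), Cntn2 (−0.88, quasi-likelihood adjusted p = 0.00344) and Nfasc (−0.86, quasi-likelihood adjusted p = 0.00439). Their direction by camera reversed once the length trend was removed (camera adjusted p = 0.905). Of all 25 lists, 9 passed the threshold by camera. By the fry test 0 passed and 7 had an unadjusted p under 0.05, and with an inter-gene correlation estimated from the data 0 passed and 0 had an unadjusted p under 0.05.

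Over-representation of the DEGs was tested for 856 Reactome terms by a one-sided hypergeometric test against the 4934 tested genes that have a term. Of these, 575 were DEGs. The threshold was passed by 33 terms, and 97 had an unadjusted p under 0.05. Peptide chain elongation came first, with 51 DEGs of 88 genes where 10.3 were expected (hypergeometric adjusted p = 3.9e-23), all 51 higher in the libraries labelled AMPKα_2_-/-. Axon guidance held 48 DEGs of 265 genes against 30.9 expected (hypergeometric adjusted p = 0.0263), 42 of them lower. Developmental Biology (hypergeometric adjusted p = 0.0574), Neuronal System (0.187) and Transmission across Chemical Synapses (0.409) did not pass the threshold. The alternative that moved the number of terms most was camera on the terms, which gave 190.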

To explore the mechanistic basis of these DEGs, the RNAseq dataset was filtered to identify differentially expressed transcription factors that were then cross-referenced with a database of putative AMPK targets leading to the identification of 10 transcription factors that are both expressed in the brainstem RNA-seq data and are putative AMPK phosphorylation targets (Figure 2C) [18]. Of these transcription factors, Lmx1b is involved in dorsal–ventral patterning; paired box 2 (Pax2) is important for early central nervous system development [19]; nucleolin (Ncl), MAF bZIP transcription factor (Maf) and MAF bZIP transcription factor B (Mafb) are involved in neuronal development and maturation [20,21]; regulatory factor X1 (Rfx1) is essential for embryonic development [22]; sterol regulatory element binding transcription factor 1 and 2 (Srebf1, Srebf2) regulate embryonic dopaminergic neuronal development [23]; visual system homeobox 2 (Vsx2) is important neuronal function [24]; Phox2b regulates neuron maturation and ventilatory pattern [6]; zinc finger and BTB domain containing 7A (Zbtb7a) is a neuronal epigenetic regulator [25]; SHOX homeobox 2 (Shox2) regulates neuronal signaling and ion channel function [26]; metal response element binding transcription factor 1 (Mtf1) protects against oxidative stress in neurons [27]; steroidogenic factor 1 (Sf1) is involved in many aspects of neuronal signaling and energy homeostasis [28]; and thyrotroph embryonic factor (Tef) is important circadian rhythm regulation [29].

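All 15 of these transcription factors were DEGs, 11 lower and 4 higher in the libraries labelled AMPKα_2_-/-. The study picked them from the same libraries, so the 15 of 15 that pass when adjusted over the list alone are not independent evidence. The largest falls were in Pax2 (log2 fold change −1.81, SE 0.39, quasi-likelihood adjusted p = 0.00582), Rfx1 and Lmx1b, and among the smaller ones were Zbtb7a (−0.84), Maf (−0.80), Mtf1 (−0.76), Srebf1 (−0.66), Sf1 (−0.65), Srebf2 (−0.57) and Tef (−0.54). Among the higher genes were Shox2 (2.30, SE 0.55, quasi-likelihood adjusted p = 0.0123) and Ncl (0.52, quasi-likelihood adjusted p = 0.0491). Tef had a quasi-likelihood adjusted p of 0.0500.

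The sign of each fold change was the same under every alternative in which the gene was tested, 6 of the 15 with at least 10 counts in every library and all 15 in the others, while the number of DEGs among them was not. DESeq2 called 4 of them, with all 15 at an unadjusted p under 0.05. It gave no adjusted p for some of the others, among them Pax2, Rfx1, Lmx1b and Shox2, so these did not fail its threshold. With limma on log2 RPKM 0 were called, and 13 had an unadjusted p under 0.05. Without WT 3, 4 were DEGs, without AMPKα_2_-/- 1 3, without AMPKα_2_-/- 3 5, and without WT 2 and without AMPKα_2_-/- 2 8 each. In settings chosen after seeing the data, 0 were DEGs without the shallow libraries (14 at an unadjusted p under 0.05), 5 with the GC trend removed and 2 with the trends of length and GC content removed. Pax2 had an adjusted p of 0.0673 without WT 3. Without AMPKα_2_-/- 1, the log2 fold change of Shox2 fell to 0.45 (quasi-likelihood adjusted p = 0.780). The hindbrain Hox genes of that library summed to 73.9 CPM, the lowest of the libraries. A difference in the region taken therefore stays open for Shox2 and the other factors. The deposited values named Sf1 belong to ENSMUSG00000024949, which the annotation gives as splicing factor 1 (quasi-likelihood adjusted p = 0.0231). Nr5a1, which encodes steroidogenic factor 1, had 2 counts in WT 1 and 0 in the other libraries, too few to test. As a list, the 15 genes were lower (camera adjusted p = 0.0179, median log2 fold change −0.66). The list did not pass the threshold without WT 2 (camera adjusted p = 0.0742) or with the length trend removed (camera adjusted p = 0.0797), and its camera adjusted p lay between 0.00231 and 0.289 over the settings with the preset correlation.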

The transcriptional targets of these transcription factors were explored by identifying transcription factor binding sites in the promoters of DEGs. Then, a consensus-sequence-derived AMPK regulatory network was constructed depicting the putative direct regulatory influence AMPK has on gene transcription (Figure 2D). 

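Of the 27 genes drawn in Figure 2D as targets of these factors, 21 passed the filter. All 21 were DEGs, 9 higher and 12 lower in the libraries labelled AMPKα_2_-/-, and 21 passed when adjusted over the list alone. The study chose them from these libraries, so neither count is independent evidence. As a list they showed no common direction (camera adjusted p = 0.517). The direction given by camera reversed without WT 1 (camera adjusted p = 0.485) and without AMPKα_2_-/- 3 (camera adjusted p = 0.861). Ttr was among the higher genes, at 52.1, 26.6 and 112 CPM in the libraries labelled AMPKα_2_-/- and at 1.84, 6.66 and 5.19 CPM in WT (log2 fold change 3.80, SE 0.43, quasi-likelihood adjusted p = 1.9e-05). Ttr is named after its values were seen, while Slc17a7, Pttg1 and Gcg had the smallest p of the list. Without the 16 genes that stand in another list, the remaining genes were higher (camera adjusted p = 8.3e-05).

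Of the 27 genes, 10 are in a list of 30 skeletal muscle genes, 2 in the choroid plexus list and 1 in the serotonergic list. In the muscle list, 15 genes were tested, and 14 of them were DEGs, all lower in the libraries labelled AMPKα_2_-/- (camera adjusted p = 0.0378, and 0.676 without WT 3). The same 14 passed when adjusted over the list alone, of which the study had picked part. Neb (log2 fold change −6.09, SE 1.07, quasi-likelihood adjusted p = 0.00158) was at 81.4 CPM in WT 3 and Myh1 (−6.00, SE 1.07, quasi-likelihood adjusted p = 0.00176) at 66.1 CPM. Cmya5 was at 6.25, 6.66 and 39.7 CPM in WT and at 1.72, 2.40 and 3.02 CPM in the libraries labelled AMPKα_2_-/- (log2 fold change −3.35, SE 0.53, quasi-likelihood adjusted p = 0.000731). Without WT 3, the log2 fold change of Neb was −1.30 (quasi-likelihood adjusted p = 0.515) and that of Cmya5 −1.56 (quasi-likelihood adjusted p = 0.0747). In that fit 11 of the 21 genes of Figure 2D were DEGs, among them 0 of the 8 tested muscle genes, and 4 of the 21 had the opposite sign. DESeq2 called 3 of the 21 and gave no adjusted p for some of the others, such as Neb and Cmya5.

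**Figure D1:**
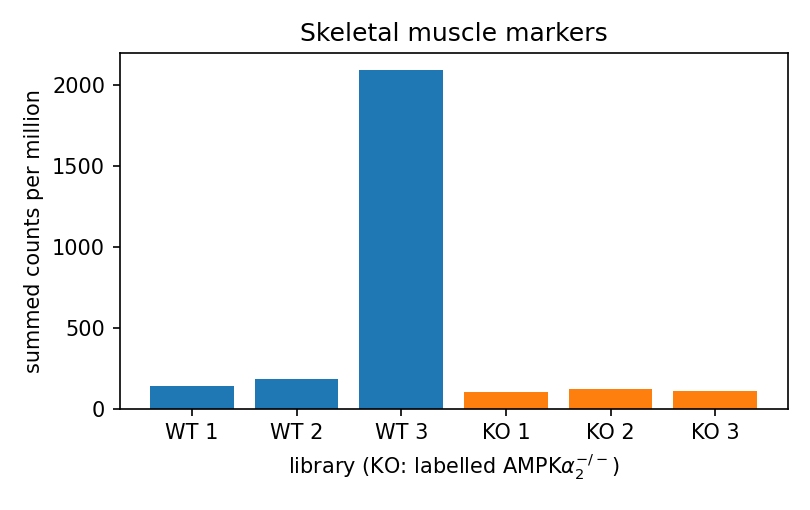
Summed CPM of the 30 skeletal muscle genes (y axis) in the 3 WT libraries and the 3 libraries labelled AMPKα_2_-/- (x axis, written KO), 1 bar per library. The bar of WT 3 stands at 2093 CPM and the other 5 between 103.2 and 183 CPM.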

Taken together, these results indicate AMPK plays an important role in ventilatory control and they identify several AMPK-regulated transcription factors, including Lmx1b, that are involved in neuronal development and signaling.

### 2.3. AMPK Induces LMX1B

To explore the molecular underpinning of AMPK’s role in the brainstem, neurons isolated from the brainstem regions of AMPKα_2_^−/−^ and WT mice were treated with AMPK agonists 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR) and metformin. Metformin activated AMPK within 10 min as demonstrated by the AMPK phosphorylation of T-172 on the α subunit, a marker of AMPK activation (Figure 3A). Since AMPK is activated by metformin in isolated neurons, we explored how AMPK transcriptionally regulates neuron development through the regulation of Lmx1B. Lmx1b was selected for several reasons. First, it is differentially down-regulated in the RNA-seq analysis that was performed comparing the brainstems of AMPK^−/−^ to AMPK^+/+^ mice indicating that AMPK activation plays an important role in its induction and downstream signaling effects (Figure 2C). 

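Lmx1b (ENSMUSG00000038765) was at 2.84, 9.65 and 6.04 CPM in AMPKα_2_-/- 1 to 3, from 43, 149 and 2 counts, and at 18.8, 13.3 and 13.5 CPM in WT 1 to 3, from 286, 4 and 231 counts. The means were 6.18 ± 3.41 CPM (SD, n = 3) and 15.2 ± 3.14 CPM (SD, n = 3), and the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that this design allows). The value of 6.04 CPM lies below the limit of detection of AMPKα_2_-/- 3. The log2 fold change was −1.35 (SE 0.37, quasi-likelihood adjusted p = 0.0233). It lay between −2.37 and −0.76 in the 6 fits that left out 1 library, and it passed the threshold in 3 of them. The adjusted p was 0.0503 without WT 2, 0.0780 without AMPKα_2_-/- 3 and 0.270 without AMPKα_2_-/- 1, where the log2 fold change was −0.76, and 2.3e-05 without AMPKα_2_-/- 2. Without both shallow libraries it was 0.193, and with the trends of length and GC content removed 0.166 (quasi-likelihood test, settings chosen after seeing the data). With limma on log2 RPKM the log2 fold change was −0.99 (limma adjusted p = 0.238). Scaling by library size alone gave −1.55 (quasi-likelihood adjusted p = 0.00544). AMPKα_2_-/- 1, the library with the lowest Lmx1b, also had the lowest sum of hindbrain Hox genes. That sum was 73.9 CPM, against 220.6 to 407.9 CPM in the other libraries. A difference in the level of the brainstem taken for it was not told apart from a change of Lmx1b.

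**Figure D2:**
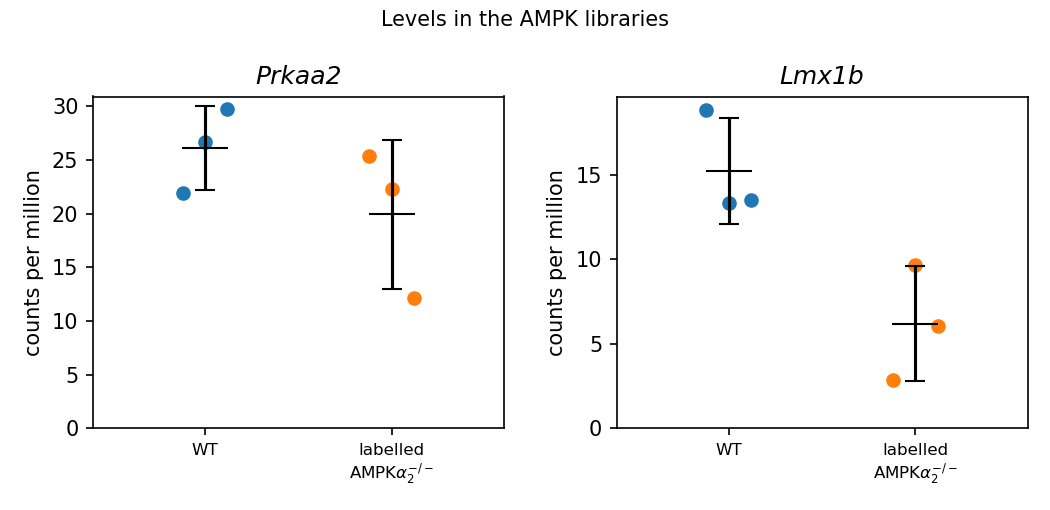
CPM of Prkaa2 and Lmx1b (y axes) in WT libraries and libraries labelled AMPKα_2_-/- (x axes), with 1 point per library, the mean as a horizontal line and the SD as the bar. The points of the 2 groups overlap for Prkaa2, whereas those of Lmx1b do not, with the highest library labelled AMPKα_2_-/- at 9.65 CPM and the lowest WT library at 13.3 CPM.

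From the lower level of Lmx1b in AMPKα_2_-/- brainstems, the paper reasons that AMPK activation has a role in the induction of Lmx1b and in its downstream signaling.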

Second, it is a predicted AMPK target which suggests that the phosphorylation of Lmx1b may regulate its downstream signaling activity (Figure 2C,D). Finally, Lmx1b is important for dorsal–ventral positioning of anatomical features during development, which may be key for the development of the structure–function relationship and spatial positioning of ventilatory control centers within the brainstem. To test this, we treated neurons isolated from WT brainstems with metformin and measured Lmx1B protein expression levels. As expected, metformin increased Lmx1b expression, which was inhibited by the AMPK inhibitor compound C (Comp. C) (Figure 3B). Taken together, these results indicate that AMPK induces the expression of Lmx1b, and that the expression level of Lmx1b can be induced pharmacologically with AMPK agonists.

### 2.4. AMPK Phosphorylates LMX1B at Serine 365

AMPK consensus sequence searching of the proteome identified two putative AMPK phosphorylation sites on Lmx1b, threonine (T) 349, and serine (S) 365, located in the C terminus of the protein that are conserved across at least 43 species (Figure 3C). To investigate the accessibility of the phosphorylation site, the structure of Lmx1b was predicted with α fold, and the locations of T348 and S365 were identified (Figure 3D). These predicted structures indicate that both T348 and S365 are located on a peptide chain at the surface of the protein that is accessible to phosphorylation. To validate if AMPK can phosphorylate Lmx1b, kinase assays were performed using recombinant AMPK and Lmx1b, which illustrated an increase in the Lmx1b phosphorylation signal (P-Lmx1b) in reactions containing AMPK (Figure 3E). Normalization of Lmx1b levels before immunoprecipitation of Lmx1b followed by immunoblotting for phospho-serine/threonine from cells treated with metformin with or without Comp. C for 10 min indicated an increase in P-Lmx1b with metformin treatment but not when cells were co-treated with Comp. C (Figure 3F). Next, neurons isolated from the brainstem regions of AMPKα_2_^−/−^ and WT mice were treated with AMPK agonists AICAR or metformin for 10 min. Then, Lmx1b protein levels were normalized between samples, Lmx1b was immunoprecipitated, and immunoblotting with a phospho-serine/threonine antibody was performed (Figure 3G). Treatment with both metformin and AICAR increased the level of P-Lmx1b but not as significantly in AMPKα_2_^−/−^ cells. To determine the specificity of the phosphorylation site, cells were transfected with native, T349A, or S365A Lmx1b constructs and then treated with or without metformin. Immunoprecipitation followed by immunoblot analysis indicated an increase in native and T349A Lmx1b phosphorylation following metformin treatment, but not when left untreated or if S365A Lmx1b was expressed (Figure 3H). Taken together, these results indicate that AMPK phosphorylates Lmx1b at S365.

### 2.5. Lmx1b Governs a Transcriptional Network Important for Ventilatory Center Neuron Maturation

Lmx1b is an important transcription factor that regulates dorsal–ventral patterning during development. However, its role in the development of ventilatory centers essential for the control of ventilation has not been explored. 

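The RNA of the Lmx1b experiment was sequenced from brainstem tissue of mouse embryos as 3 WT libraries, 3 labelled Lmx1b+/- and 3 labelled Lmx1b-/-, and the genotype names stand for these labels. The authors' counts per gene came to 29468478, 28833130 and 35813924 in WT 1 to 3 (median 29468478). They came to 33081379, 31375293 and 37441679 in Lmx1b+/- 1 to 3 (median 33081379) and to 29396823, 32551137 and 36492793 in Lmx1b-/- 1 to 3 (median 32551137). A count of 0 allows a level of up to 0.0676 to 0.109 CPM in these 9 libraries. All 9 were fitted together, so that the 3 genotypes shared 1 estimate of the spread, and 21729 genes passed the filter and were tested.

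Lmx1b was at 1.45, 1.13 and 0.848 CPM in Lmx1b-/- 1 to 3, from 45, 38 and 32 counts, and at 22.5, 16.0 and 9.73 CPM in WT 1 to 3. The means were 1.14 ± 0.303 CPM (SD, n = 3) and 16.1 ± 6.39 CPM (SD, n = 3; two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was −3.82 (SE 0.41, quasi-likelihood adjusted p = 0.00287), past the threshold in all 9 fits that left out 1 library. With limma on log2 RPKM it was −1.78 and did not pass (limma adjusted p = 0.102). In Lmx1b+/- 1 to 3, Lmx1b was at 30.5, 11.9 and 14.3 CPM, a mean of 18.9 ± 10.2 CPM (SD, n = 3), and did not differ detectably from WT (two-sided exact permutation test, p = 0.7). The log2 fold change was 0.23 (SE 0.33, quasi-likelihood adjusted p = 0.618). Its sign was open, at −0.30 without Lmx1b+/- 1, −0.02 without WT 3 and −0.03 with limma on log2 RPKM. Against Lmx1b+/-, the log2 fold change in Lmx1b-/- was −4.05 (SE 0.41, quasi-likelihood adjusted p = 4.3e-05).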

Although Lmx1b^−/−^ is embryonic lethal, RNA sequencing was performed on embryonic brainstem ventilatory centers harvested from prenatal WT, Lmx1b^+/−^, and Lmx1b^−/−^ mice to elucidate the influence Lmx1b has on the ventilatory centers and identify genes involved in ventilatory center patterning during development. Differential expression analyses comparing Lmx1b^−/−^ or Lmx1b^+/−^ with WT littermates identified DEGs that cluster the samples by genotype (Figure 4A). 

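In Lmx1b+/-, 7977 genes (36.7%) were DEGs against WT, 4225 higher and 3752 lower. Of these, 1307 were at least 2-fold higher and 463 at least 2-fold lower. An unadjusted p under 0.05 was found for 10015 genes, where 1086 would be found by chance, and the groups did not overlap in 9844 genes (45.3%, against 10% by chance). In Lmx1b-/-, 4 genes were DEGs against WT, all lower, and 1757 had an unadjusted p under 0.05, 1206 of them higher. The groups did not overlap in 3918 genes (18.0%). Of the alternatives that kept the adjusted threshold, the one that moved this number most was to test all genes with any count, which gave 329 DEGs. Without Lmx1b-/- 2 there were 11, without WT 2 10 and without Lmx1b+/- 3 7. Between Lmx1b-/- and Lmx1b+/-, 5544 genes were DEGs, 2500 higher and 3044 lower in Lmx1b-/-. Without Lmx1b-/- 3 there were 3500, and without Lmx1b-/- 1 3602.

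Mean Pearson's r of the log2 CPM values across genes was 0.985 within a genotype and 0.975 between genotypes. The difference of 0.00957 was the largest of the 280 ways to split the 9 libraries into 3 groups of 3 (one-sided exact permutation test, p = 0.00357, the smallest p possible). It lay between 0.00715 and 0.0105 with 1 library left out at a time. The p stayed the same without a WT or Lmx1b+/- library and was 0.0214 without Lmx1b-/- 1 or Lmx1b-/- 3 (6 of 280 splits as large) and 0.025 without Lmx1b-/- 2 (7 of 280).

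The 4 DEGs of Lmx1b-/- were Slc6a4 (ENSMUSG00000020838), Tph2 (ENSMUSG00000006764), Lmx1b and Calb1. Slc6a4 was at 0.484, 0.772 and 0.663 CPM in Lmx1b-/- and at 24.2, 21.9 and 24.2 CPM in WT (log2 fold change −5.18, SE 0.25, quasi-likelihood adjusted p = 5.9e-07). Tph2 was at 0.420, 0.446 and 0.265 CPM against 11.6, 8.90 and 9.85 CPM (log2 fold change −4.75, SE 0.35, quasi-likelihood adjusted p = 4.8e-05). Calb1, named after its value was seen, had a log2 fold change of −0.85 (SE 0.12, quasi-likelihood adjusted p = 0.0429) and passed the threshold in 4 of the 9 fits without 1 library. In Lmx1b+/-, the smallest adjusted p of the higher genes belonged to the ribosomal protein pseudogenes Rps27a-ps2 (1.59, SE 0.10), Rpl9-ps7 (1.37) and Rpl23a-ps3 (1.45), each with a quasi-likelihood adjusted p of 3.8e-06. These values are uncertain, since the pseudogenes share sequence, and so reads, with their parent genes. Of the lower genes, Agt was at 3.76, 5.94 and 3.54 CPM in Lmx1b+/- and at 26.6, 30.0 and 24.1 CPM in WT (log2 fold change −2.60, SE 0.17, quasi-likelihood adjusted p = 3.8e-06). Gabbr2 (quasi-likelihood adjusted p = 6.2e-06) and Atp1b2 (−1.17, quasi-likelihood adjusted p = 1.0e-05) followed.

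**Figure D3:**
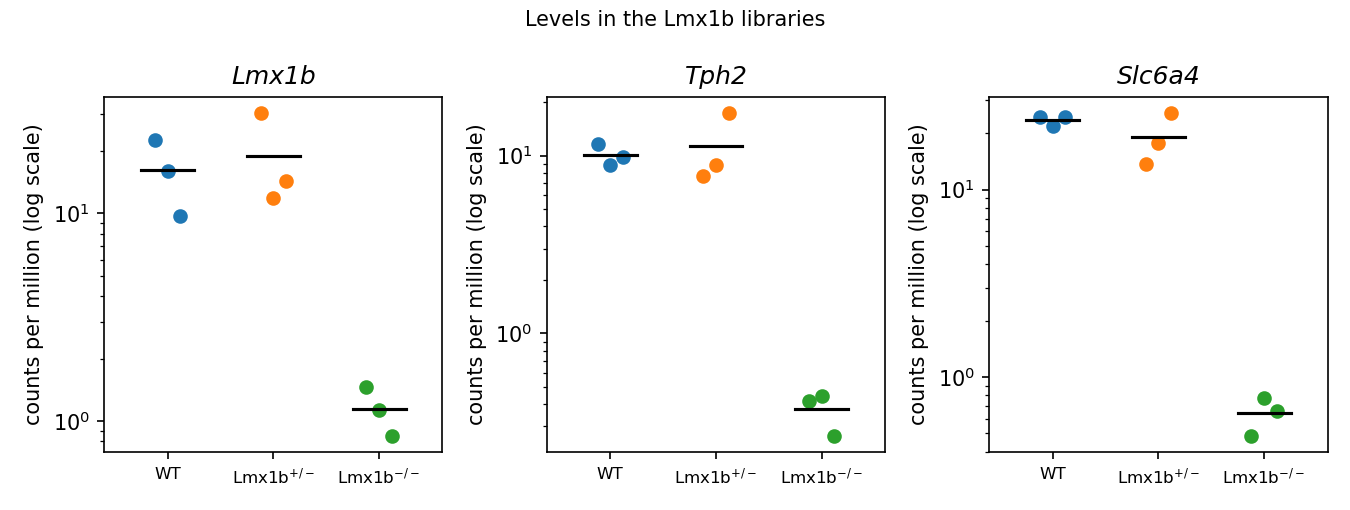
CPM of Lmx1b, Tph2 and Slc6a4 (y axes, log scale) in WT, Lmx1b+/- and Lmx1b-/- libraries (x axes), with 1 point per library and the mean as a horizontal line. For each gene the 3 Lmx1b-/- libraries lie below every other library, at no more than 1.45 CPM.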

Functional enrichment analyses identified several dysregulated pathways from the Lmx1b^+/−^ samples related to neuronal development including synaptogenesis, signaling and plasticity, axonogenesis, and dendrite formation (Figure 4B). 

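In Lmx1b+/-, 10 of 27 lists passed the threshold by camera. The presynaptic genes were lower than in WT (camera adjusted p = 3.3e-08, median log2 fold change −0.65, 23 of 25 lower). Of these, 20 were DEGs, and 22 when adjusted over the list alone, led by Bsn (log2 fold change −1.04, quasi-likelihood adjusted p = 5.3e-05), Rims1 (−0.71, quasi-likelihood adjusted p = 5.4e-05) and Syn1 (−0.96, quasi-likelihood adjusted p = 6.8e-05). The postsynaptic genes were lower (camera adjusted p = 9.4e-07, median −0.62, 22 of 24 lower), with 20 DEGs by both counts. Grin1 (−0.99, quasi-likelihood adjusted p = 7.2e-05), Shank3 (−1.13, quasi-likelihood adjusted p = 9.3e-05) and Shank1 (−1.17, quasi-likelihood adjusted p = 0.000113) had the smallest p. Of the dendrite development genes, 19 of 20 were lower (camera adjusted p = 1.5e-05, median −0.47) and 15 were DEGs by both counts, with Sema4d (−0.87, quasi-likelihood adjusted p = 1.0e-04) beside Shank3 and Shank1. Of the axonogenesis genes, 17 of 25 were lower (camera adjusted p = 0.0160, median −0.26), 13 were DEGs and 15 passed when adjusted over the list alone. Nfasc (−0.88, quasi-likelihood adjusted p = 0.000102), Dpysl2 (−0.71, quasi-likelihood adjusted p = 0.000688) and Plxna4 (−0.76, quasi-likelihood adjusted p = 0.000777) led that list.

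The dendrite list did not pass the threshold once the length trend was removed (camera adjusted p = 0.152), and neither did the axonogenesis list (camera adjusted p = 0.819). The fry test kept 9 of the 10 lists, all but the hindbrain Hox genes, and added the AMPK subunits (fry adjusted p = 0.00550). With the estimated correlation 0 passed and 2 had an unadjusted p under 0.05. Of 892 Reactome terms, 109 were over-represented among the DEGs. The first was nonsense mediated decay independent of the exon junction complex, with 90 DEGs of 93 genes where 40.1 were expected (hypergeometric adjusted p = 9.5e-27). Neuronal System held 138 DEGs of 242 genes against 104.4 expected (hypergeometric adjusted p = 0.000122), 122 of them lower. Transmission across Chemical Synapses held 99 of 174 against 75.1 expected (hypergeometric adjusted p = 0.00169). Axon guidance (hypergeometric adjusted p = 0.0703) did not pass the threshold.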

Further, the dysregulated pathways found in the Lmx1b^−/−^ samples included those involved in central nervous system (CNS) anatomical development, neuronal development, and neuronal signaling, such as forebrain development, telencephalon development, transmission across chemical synapses, regionalization, neural precursor cell proliferation, and regulation of neuron differentiation (Figure 4C). 

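In Lmx1b-/-, 15 of 27 lists passed the threshold by camera, while the genes that make them up did not pass it singly, apart from Slc6a4, Tph2, Lmx1b and Calb1. The telencephalon list was higher than in WT (camera adjusted p = 0.00403, median log2 fold change 0.59), with 9 of 16 tested genes higher. Of its genes 0 were DEGs, 10 had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone. Dlx1 was at 3.58, 0.386 and 2.57 CPM in Lmx1b-/- 1 to 3 against 0.0352, 0.139 and 0 CPM in WT (quasi-likelihood adjusted p = 0.138). Without Lmx1b-/- 2, Dlx1 was a DEG (quasi-likelihood adjusted p = 0.00185). The telencephalon list did not pass the threshold without Lmx1b-/- 3 (camera adjusted p = 0.0513) or without the 6 of its genes that stand in another list (camera adjusted p = 0.338).

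The postsynaptic list was lower (camera adjusted p = 0.0122, median −0.13, 18 of 24 lower). Of its genes 0 were DEGs, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05. It did not pass without WT 1 (camera adjusted p = 0.0657), Lmx1b-/- 1 (0.0666) or Lmx1b-/- 2 (0.108), or with the length trend removed (0.186). The presynaptic list did not pass (camera adjusted p = 0.431), with 0 genes at an unadjusted p under 0.05, except without Lmx1b-/- 3 (camera adjusted p = 0.0498). Its direction reversed without WT 1 (0.854) and without Lmx1b-/- 1 (0.880). The dendrite development list was lower (camera adjusted p = 0.0122, 16 of 20 lower, 0 genes at an unadjusted p under 0.05), though not without WT 1, Lmx1b-/- 1 or Lmx1b-/- 2 or with the length trend removed, and the axonogenesis list did not pass (camera adjusted p = 0.295). Of 20 cell cycle genes, 18 were lower (camera adjusted p = 0.000232, median −0.21), with 0 DEGs, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. The 12 neural progenitor genes showed no common change (camera adjusted p = 0.426, 0 DEGs by both counts, 2 at an unadjusted p under 0.05), nor did the 14 tested GABAergic genes (camera adjusted p = 0.214, 0 DEGs, 4 adjusted over the list alone and 5 at an unadjusted p under 0.05). The GABAergic list passed in 6 of the 9 fits that left out 1 library, with a camera adjusted p from 1.6e-07 without Lmx1b-/- 2 to 0.795 without Lmx1b-/- 3.

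The serotonergic list was lower (camera adjusted p = 2.7e-11, median −0.70, 11 of 12 lower), with 2 DEGs, Slc6a4 and Tph2, and 7 when adjusted over the list alone. Fev (−2.31, quasi-likelihood adjusted p = 0.0758) came next. Of the 13 midbrain dopaminergic genes, 11 were lower (camera adjusted p = 2.5e-05, median −0.67), with 0 DEGs, 7 at an unadjusted p under 0.05 and 7 when adjusted over the list alone. The smallest p were those of En1 (−1.99, quasi-likelihood adjusted p = 0.246), En2 (−3.07) and Slc6a3 (−2.67). En1 was a DEG without WT 2. By fry, 1 of the 15 lists passed, the serotonergic list (fry adjusted p = 0.0116), and 6 had an unadjusted p under 0.05. With the estimated correlation 0 passed and 2 had an unadjusted p under 0.05. Only 1 of the 4 DEGs has a Reactome term. Of 892 terms 0 passed, and 2 had an unadjusted p under 0.05. By camera on all genes, 146 terms passed, among them Developmental Biology (lower, camera adjusted p = 0.0357) but not Transmission across Chemical Synapses (camera adjusted p = 0.248).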

Next, genes were identified that have Lmx1b binding motifs flanking +/− 1000 base pairs from the transcription start site and visualized these results as an AMPK-Lmx1b signaling interactome (Figure 4D). 

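Of the 69 genes drawn in Figure 4D, all were tested in the Lmx1b libraries, and 6 are the interactome genes the paper names in its text. In Lmx1b+/-, 59 were higher and 10 lower than in WT (camera adjusted p = 2.2e-16, median log2 fold change 0.96). All 69 were DEGs, also when adjusted over the list alone, and under the other settings 58 to 69 of them were. Rps25 (log2 fold change 1.54, quasi-likelihood adjusted p = 3.8e-06), Tbca (1.42, quasi-likelihood adjusted p = 4.0e-06) and Rpl34 had the smallest p. In Lmx1b-/-, the same number, 59, were higher and 10 lower (camera adjusted p = 3.0e-17, median 0.35). There 0 were DEGs, all 69 had an unadjusted p under 0.05, and 69 passed when adjusted over the list alone. Without Lmx1b-/- 2, 45 had an unadjusted p under 0.05, with limma on log2 RPKM 39, with library size only 32, and with limma and the smaller pseudocount 16. Of the 69, 9 were DEGs when all genes with any count were tested, 2 by the likelihood-ratio test and 1 by DESeq2, and the remaining settings gave none. The fold changes of Lmx1b+/- and Lmx1b-/- share the WT libraries. The 69 genes were chosen in the study from these libraries, so the counts within the list are not independent evidence. In Lmx1b-/- the list was lower than in Lmx1b+/- (camera adjusted p = 6.0e-15, median −0.61), with 53 DEGs, and 58 when adjusted over the list alone. In the libraries labelled AMPKα_2_-/-, 67 of these genes were tested, and 59 were higher than in WT (camera adjusted p = 1.3e-11, median 0.55). Among the 67, 29 were DEGs, and 55 passed when adjusted over the list alone. The number of DEGs was 3 without the AMPK experiment's WT 3 and 48 without its WT 1. It was 0 with limma on log2 RPKM (27 at an unadjusted p under 0.05). In settings chosen after seeing the data, it was 0 without the shallow libraries (53 at an unadjusted p under 0.05) and 2 with the trends of length and GC content removed, where 10 genes had the opposite sign.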

Many of the interactome genes are involved in cell cycle activity and proliferation, underscoring their role in development and neurogenesis. For example, cytochrome c oxidase complex subunit 5B (Cox5b) and eukaryotic translation initiation factor 2 subunit beta (Eif2s2) are important for cell proliferation and growth [30,31]; prefoldin subunit 5 (Pfdn5) is necessary for protein folding, migration and proliferation [32]; ribosomal proteins such as ribosomal proteins L21 and L34 regulate cell cycle via protein synthesis and DNA replication [33]; and signal recognition particle 14 (Srp14) is involved in cell cycle and cell adhesion [34].

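All 6 of these genes were higher in Lmx1b+/- than in WT. The log2 fold change was 1.51 for Rpl34 (SE 0.11, quasi-likelihood adjusted p = 4.0e-06), 1.42 for Rpl21 (SE 0.13, quasi-likelihood adjusted p = 6.3e-06) and 1.23 for Pfdn5 (SE 0.12, quasi-likelihood adjusted p = 9.4e-06). It was 1.09 for Eif2s2 (SE 0.11, quasi-likelihood adjusted p = 1.3e-05), 1.09 for Srp14 (SE 0.12, quasi-likelihood adjusted p = 1.8e-05) and 1.15 for Cox5b (SE 0.17, quasi-likelihood adjusted p = 0.000173). Each of them passed the threshold under every alternative and in all 9 fits that left out 1 library. The values of Rpl21 and Rpl34 are uncertain, since ribosomal protein genes can share reads with their processed pseudogenes. In Lmx1b-/-, the 6 log2 fold changes against WT lay between 0.31 and 0.48 (quasi-likelihood adjusted p from 0.508 to 0.612). There 0 of the 6 were DEGs, 6 had an unadjusted p under 0.05, and 6 passed when adjusted over the list alone. All 6 were lower in Lmx1b-/- than in Lmx1b+/-, by log2 fold changes from −1.11 for Rpl34 (quasi-likelihood adjusted p = 4.1e-05) to −0.70 for Srp14 (quasi-likelihood adjusted p = 0.000752). In the libraries labelled AMPKα_2_-/-, 5 of the 6 were DEGs, with log2 fold changes from 0.69 for Rpl21 to 1.00 for Pfdn5. Eif2s2 (0.56, quasi-likelihood adjusted p = 0.0724) was not. It passed with the length trend removed (0.69, quasi-likelihood adjusted p = 0.0257) and without WT 1 (0.75, quasi-likelihood adjusted p = 0.0146). Of the 5, Cox5b and Pfdn5 passed in all 6 fits without 1 library, Rpl34 in 4, Srp14 in 3 and Rpl21 in 2, and these 3 did not pass without WT 3. With the length trend removed Cox5b (quasi-likelihood adjusted p = 0.0647), Pfdn5 (0.0516), Rpl21 (0.0695) and Srp14 (0.335) did not pass, and without the shallow libraries, chosen after seeing the data, none of the 5 did. As a list the 6 genes were higher in Lmx1b+/- (camera adjusted p = 2.3e-05), in Lmx1b-/- (camera adjusted p = 2.5e-05) and in the libraries labelled AMPKα_2_-/- (camera adjusted p = 0.000146), and lower in Lmx1b-/- than in Lmx1b+/- (camera adjusted p = 3.5e-05).

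**Figure D4:**
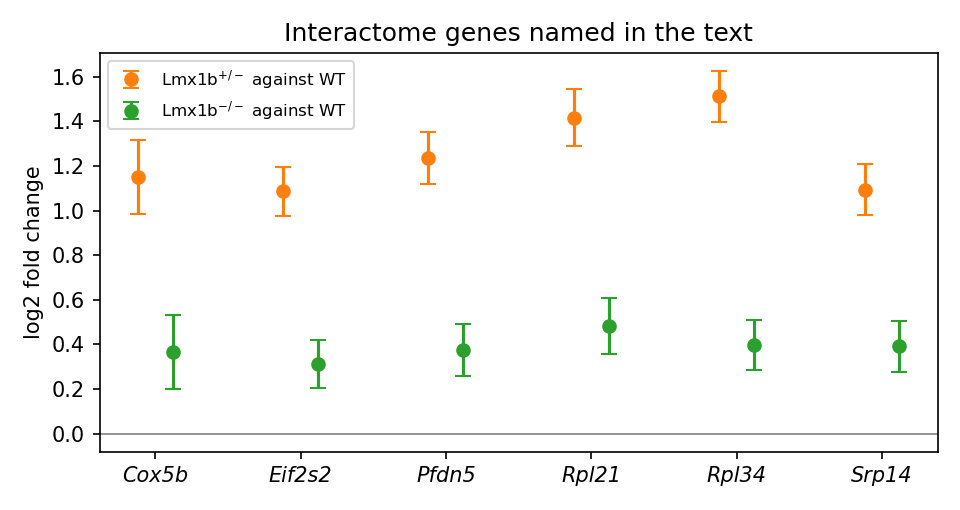
Log2 fold change (y axis) of Cox5b, Eif2s2, Pfdn5, Rpl21, Rpl34 and Srp14 (x axis) in Lmx1b+/- against WT and in Lmx1b-/- against WT, with points for the fitted values and bars for their standard errors over 3 libraries per genotype. The points of Lmx1b+/- lie between 1.09 and 1.51, and those of Lmx1b-/- between 0.31 and 0.48.

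From the part that many of these genes have in the cell cycle and proliferation, the paper reasons that they have a role in development and neurogenesis.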

### 2.6. Metformin Administration Induces Fetal Expression and Phosphorylation of Lmx1b

The administration of pharmacological agents to mothers at risk of premature delivery to promote the development of ventilatory control centers may reduce the incidence of AOP, the need for interventional approaches, and sequelae including interventricular hemorrhage. Therefore, whether the AMPK-Lmx1b ventilatory control signaling axis can be pharmacologically activated in utero via administration of metformin was explored. Pregnant dams were administered metformin following 5 days of gestation for 10 days prior to harvesting brainstem fetal tissue. Brainstem fetal tissue harvested from dams administered metformin illustrated an increase in the level of AMPK phosphorylation on Thr-172 (Figure 5A) and increased total Lmx1b mRNA (Figure 5B) and protein (Figure 5C) levels. In addition, readjusting sample loading to the level of T-Lmx1b followed by T-Lmx1b immunoprecipitation and immunoblotting with phospho-serine/threonine antibody indicated increased P-Lmx1b levels in samples obtained from dams administered metformin compared with those that were not (Figure 5D). These results indicate that pharmacological administration of metformin to pregnant mothers activated the AMPK-Lmx1b signaling axis. In summary, the results of this study demonstrate that metformin activates AMPK, which phosphorylates Lmx1b at S365 to transactivate genes important for neuronal development and signaling (Figure 5E).

## 3. Discussion

This study explores the mechanistic basis for AMPK regulation of ventilatory control in the CNS and identifies an AMPK-Lmx1b signaling network that mediates neuronal development, maturation, signaling, and homeostasis in ventilatory control centers. These findings identify important insights into the functions of AMPK for ventilatory center development that are likely to have profound clinical applications for the treatment and prevention of developmental breathing disorders and sequelae including AOP, sudden infant death syndrome (SIDS), or neonatal interventricular hemorrhage [35].

AMPK contains two isoforms of the catalytic α subunit (α_1_, α_2_) that are both highly conserved across evolution and demonstrate independent and overlapping functions, including the regulation of growth factors that promote brain development [36,37]. Data illustrated in Figure 1 indicated that AMPKα_2_^−/−^ elicits a stochastic breathing pattern, yet the AMPK agonist, metformin, can return the respiratory rate to wild type levels. These data are supported by studies indicating the α_1_ subunit is an important regulator of ventilatory control and suggest that functional redundancies exist between the catalytic subunits for the maintenance of ventilatory control [8,38], a common finding among genes regulating phenotypes essential for organismal life [39].

Phenotypically, many of the pathways identified in the AMPKα_2_^−/−^ compared to WT mice were involved in cellular proliferation or other aspects of neuron development and neurite outgrowth (Figure 2D). However, studies on AMPK’s role in neuronal function have mixed results underscoring potential brain-region-specific or development-specific AMPK-regulated outcomes [40,41,42,43]. In addition, while these pathways have been primarily studied in association with neurological pathologies, they are likely an essential component of development and a reflection of micro-environmental changes that occur in the brainstem during maturation via the activation of the AMPK-Lmx1b signaling axis.

Clinically, AMPK can be activated by AICAR, metformin, phenformin, 2-deoxy-D-glucose (2DG), salicylate, telmisartan, and A-769662 [44]. Of these AMPK agonists, metformin is unique because it has a low risk of side effects, crosses both the blood–brain barrier and placental barrier, and can be administered to pregnant mothers with low risk of fetal side effects [10,11]. Human development requires dorsal–ventral asymmetry, which is regulated by Lmx1b throughout fetal development in the CNS and developing limb bud [16]. However, the molecular underpinnings by which Lmx1b orchestrates this dorsal–ventral asymmetry are still unclear. In vivo studies demonstrate that Lmx1b^−/−^ is embryonic-lethal, and developing mice lack limb-bud dorsalization and develop only ventral surfaces [45]. Within the CNS, Lmx1b is required for the development of serotonin-secreting neurons and the differentiation and migration of neurons within the dorsal spinal cord [46]. However, the effects of Lmx1b on the development of the ventilatory control centers have not been determined. Although the spatial organization of Lmx1b and its involvement with dorsal–ventral patterning in the brainstem is still unknown, data illustrated in Figure 3 and Figure 5 indicate that AMPK activation increases Lmx1b expression that subsequently regulates a transcriptional network controlling pathways involved in neuron development. This signaling network may facilitate the anatomical distribution of neuronal centers during development and may reduce the incidence and duration of AOP in the neonatal population (Figure 2B).

The AMPK phosphorylation site on L”x1b ’s located in a predicted unstructured region of the protein outside of the LIM domains that consists of two contiguous zinc fingers that mediate protein–protein interactions and the regulation of transcription [47]. In addition, the phosphorylation sites are C-terminal to a homeobox domain that is involved in DNA binding and the regulation of anatomical feature development [48]. Although it is possible that S365 phosphorylation results in Lmx1b conformational changes that change the overall flexibility of the flanking peptide chain, there are very few predicted structural insights that suggest how the phosphorylation of S365 mediates Lmx1b biological functions. One possibility is that S365 phosphorylation is involved in mediating protein–protein interactions with co-regulatory transcription factors that influence gene expression and ventilatory center development. Nonetheless, the translational relevance of this signaling pathway is supported by data illustrated in Figure 5 indicating that pharmacological intervention with metformin activates the AMPK-Lmx1b signaling axis in utero, which may accelerate brainstem development in pregnancies at risk for pre-term delivery for the prevention of AOP.

Although the experiments and analyses performed throughout the results of this manuscript provide foundational evidence for the association between AMPK, Lmx1b, and the potential pharmacological effects of metformin on AOP, we recognize several limitations of this study. Data illustrated in Figure 5 indicated only correlational evidence supporting the AMPK-Lmx1b signaling axis in vivo. In addition, there is a lack of AMPK α_1_ and α_2_ brainstem-specific, double-knockout mice that are important for understanding isoform specificity and genomic redundancy. Further, spatial sequencing data to decipher the cell-type-specific effects, as well as the effect the AMPK-Lmx1b signaling axis, have on the spatial–temporal development of ventilatory control centers are lacking. Finally, there are a lack of human data to support the translational application of metformin in ventilatory center development and its effects on AOP in the neonatal population. All of these studies are important for demonstrating the translational relevance of this study, particularly since there is a lack of pharmacological interventions that address AOP. Clinically, current therapies for pregnant mothers at risk for pre-term delivery include administration of steroids to promote pulmonary and neurological development [49], which has several side effects including hyperglycemia, bone density loss, and impaired immune response [50]. Post-delivery interventions include the administration of caffeine or positive pressure ventilation to pre-term neonates, which fail to address the developmental immaturity in the brainstem and result in a variety of cardiopulmonary co-morbidities, including interventricular hemorrhage, a common cause of fetal mortality [51]. The administration of AMPK agonists, such as metformin, may provide a new approach for the prevention and management of AOP and other disorders related to brainstem immaturity.

## 4. Materials and Methods

Ethics: All procedures were performed in accordance with NIH guidelines. Animal studies were approved by the Loma Linda Institutional Animal Care and Use committee (IACUC protocol #819004) on 21 July 2015.

Transfection: Lmx1b constructs were purchased from custom DNA constructs LLC., Islandia, NY, USA (https://customdnaconstructs.com/home-2/ accessed on 8 August 2018). Transfection was conducted with lipofectamine LTX (Cat # 15338100) using cells at 70% confluence according to the manufacturer’s instructions using 1 μg of respective constructs.

Immunoblotting: Cells were lyzed in 10 mM tris pH = 7.4, 0.1 M NaCl, 1 mM EDTA, 1mM EGTA, 1mM NaF, 20 mM Na_4_P_2_O_7_, 2 mM Na_3_VO_4_, 0.1% SDS, 0.5% sodium deoxycholate, 1% Triton X-100, 10% glycerol, 1mM phenylmethylsulfonyl fluoride, and protease inhibitors. Resulting cell lysates were resolved using SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membranes (VWR Cat# 27376-991). Following transfer, PVDF membranes were blocked for 1 h in blocking buffer [5% milk in Tris buffered saline with Tween 20 (TBST) (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.1% Tween 20)]. Membranes were then washed three times with TBST and incubated with primary antibody diluted in blocking buffer overnight. Next, membranes were incubated with a secondary antibody that was diluted in blocking buffer. After washing three times in TBST, membranes were incubated with chemiluminescent horseradish peroxidase (HRP) substrate, and immunoblots were developed. The antibodies used in this manuscript are as follows: Phosphoserine/threonine (Invitrogen Cat# MA5-38234, Waltham, MA, USA), AMPK P-172 (ThermoFisher Scientific Cat# 44-1150G, Waltham, MA, USA), T-AMPK (Santa Cruz Cat# sc-74461), T-Lmx1b (Invitrogen Cat# PA5-78395), and Actin (Santa Cruz Cat# sc-47778, Dallas, TX, USA).

RT-qPCR: After decanting the medium, cells were immediately lyzed using TRIzol reagent from Life Technologies (cat # 10296-028, Carlsbad, CA, USA). RNA was subsequently purified according to the manufacturer’s instructions. After isolation, RNA was converted to cDNA using Promega reverse transcriptase according to the manufacturer’s instructions (cat # M1701). qPCR was then performed using SYBR green qPCR master mix (Bio-Rad, Thane, India) in a Bio-Rad CFX96 thermocycler cycling between 94 °C, 58 °C, and 72 °C. Relative mRNA abundance was calculated using the Δ-Δ ct method with the following primer sets: Lmx1b Forward: CGGGATCGGAAACTGTACTG, LMX1B Reverse: AGCAGAAACAGCCCAAGTG, Gapdh Forward: AGGCCGGTGCTGAGTATGTC, and Gapdh reverse: TGCCTGCTTCACCACCTTCT.

Kinase assays: AMPK kinase assays were performed with a buffer containing 50 mM 2-[4-(2-hydroxyethyl) piperazin-1-yl] ethanesulfonic acid (HEPES), 0.375 mM AMP, 0.375 mM ATP, 9 mM MgCl_2_, and 2 mg of target proteins with or without 11 pM AMPK (Sigma Aldrich cat # A1733-10UG, St. Louis, MO, USA). Reactions were incubated at 37 °C for 1 h. Following incubation, proteins were resolved by SDS-PAGE, stained with Coomassie blue, and immunoblotting was performed.

RNA-Sequencing: Tissue samples were homogenized in TRIzol reagent from Life Technologies (cat # 10296-028) and RNA was isolated according to the manufacturer’s instructions. RNA was prepared for sequencing using the NEXTflex™ Rapid Directional qRNA-Seq™ Library Prep Kit (Bioo Scientific, Austin, TX, USA) and sequenced using an Illumina HiSeq 2000.

Bioinformatics analyses. Bioinformatics analyses were performed in *R* programming language version 4.4.2 with support from the *Bioconductor* and *CRAN* packages. RNA-seq analyses were performed using the *systempipeR Bioconductor* package version 3.20. Briefly, reads were aligned using hisat2. Following read alignment, differential expression analyses were performed with *edgeR version 3.20*, and cluster analyses were performed along with the generation of heatmaps with the *pheatmap* package version 3.20. Binding site analyses were performed by pattern-matching consensus sequences obtained from the *JASPAR* database (https://jaspar.elixir.no/ accessed on 10 January 2018) to genomic sequences obtained from *Ensembl*. Functional enrichment analyses were performed using the *clusterprofiler* package version 3.20. Protein–protein interactions were predicted with string, and network interactomes were created with *Cytoscape* version 3.10.3.

Statistical Analysis. Parametric data were analyzed using student’s *t*-test or ANOVA. An unpaired *t* test with Welch’s correction was used if the variance was not equal across groups. For, non-parametric data, the Mann–Whitney U test with exact method was used to analyze differences between groups. *p* < 0.05 was considered statistically significant.

Neuron Imaging: Brainstem tissue was isolated prior to perfusion with phosphate buffered saline via cardiac puncture to remove any blood. Once isolated, brain sections were washed with 0.9% saline and 4% paraformaldehyde (PFA), embedded in optimal cutting temperature compound (OCT) (fisher Scientific Cat# 23-730-571), frozen at −80 °C, sectioned into 100–200 um sections using a microtome, and fixed into glass slides. Tissue sections were stained with Golgi–Cox stain as previously described [52,53]. Briefly, brain sections were immersed in Golgi–Cox solution (50 mL of potassium dichromate solution, 50 mL of the mercuric chloride solution, 40 mL of the potassium chromate solution, and 100 mL of dd-H_2_O) and protected from light for 24 h. The Goli–Cox solution was then changed and samples were stored, protected from light, for an additional 7 days. Next, samples were submerged in protectant solution (300 g sucrose, 10 g polyvinylpyrrolidone, and 300 mL ethylene glycol dissolved in 500 mL phosphate buffered saline) and stored for 24 h at 4 °C. Protectant solution was then changed and samples were stored in fresh protectant solution for an additional 7 days at 4 °C. Samples were then washed three times with phosphate buffered saline prior to imaging. Z-stacked images of neurons were obtained using a confocal microscope, and Sholl analysis was performed to measure dendrite length and the number of dendrites emanating from each neuron cell body using *Image J* version 16.0.

Plethysmography: Plethysmography was performed as previously described [54,55]. The breathing pattern was assessed using non-invasive, whole-body, awake plethysmography (custom chambers, *LabChart* software, version 7.38, AD Instruments). Plethysmography experiments were performed at the same time of day to avoid diurnal cycling. All mice were acclimated to the plethysmography chamber for 30 min before beginning experiments. The latter 15 min of this time were used for baseline recordings. Mice were removed from the chamber between trials and allowed to feed with dams in their nests for at least one hour between plethysmography trials. Metformin was prepared and injected (10 mg/kg) intraperitoneally (i.p.) in sterile saline (~200 μL depending on the mouse), and mice were then placed in the chamber and recorded for 30 min. The chamber was heated to 32 °C and bias flow (200 mL/min) was humidified room air (21% O_2_). All experiments were conducted in a quiet, dimly lit room. Flow, tidal volume, minute ventilation, inspiratory (Ti) and expiratory (Te) times, interbreath intervals, and baseline fitting/detection to quantify breathing parameters score apneas and respiratory pauses were recorded. Shannon and Sample entropy, measures of signal complexity/variability, were calculated. Plethysmography data were acquired immediately before anesthetizing the animal for tissue harvest. Using these methods, we are able to assess the awake breathing pattern as well as the anesthetized breathing pattern and central drive in the animals. All breathing patterns (slow, fast, sighing, and gasping rhythms) were quantified and analyzed by our software, freely available at our GitHub repository (https://github.com/drcgw/BASS accessed on 10 June 2023).

Neuron Isolation: Neurons were isolated by dissecting brainstem regions into 2 mm sections on a petri dish containing ice cold Hank’s balanced salt solution (HBSS) purchased from Thermo Fisher Scientific. Dissected sections were titrated in a 15 mL conical tube containing 8 mL Neurobasal Medium purchased from Thermo Fisher Scientific using a 1 mL pipette. Next, cells were filtered through a 70 µm mesh filter and then plated into Poly-D-Lysine coated coverslips. Cells were housed in a 5% CO_2_ incubator environment at 37 °C and neurobasal medium was changed roughly every third day.

Animal Care and Pharmacological Intervention: Mice were kept on a 12/12 light cycle in the Loma Linda Animal Care Facility (ACF). Mice aged postnatal days 1 to 5 were used. At the conclusion of the experiment, mice were placed in an anesthesia induction chamber, deeply anesthetized at 4% isoflurane in 100% O_2_, and transcardially perfused with chilled saline and 4% paraformaldehyde (PFA). The brain was removed, placed in 4% paraformaldehyde for 24 h, changed to 30% sucrose in PFA and OCT, and stored at −80 °C until ready for sectioning (see above).

## 5. Conclusions

This study demonstrates that AMPK plays a role in the development of ventilatory control centers in the CNS via an AMPK-Lmx1b signaling network. These findings identify functions of AMPK for respiratory center development that are likely to have profound clinical applications for the treatment of AOP, and may extend to the prevention of sudden infant death syndrome (SIDS), or other comorbidities related to ventilatory control center development [35].

## Figures and Tables

**Figure 1:**
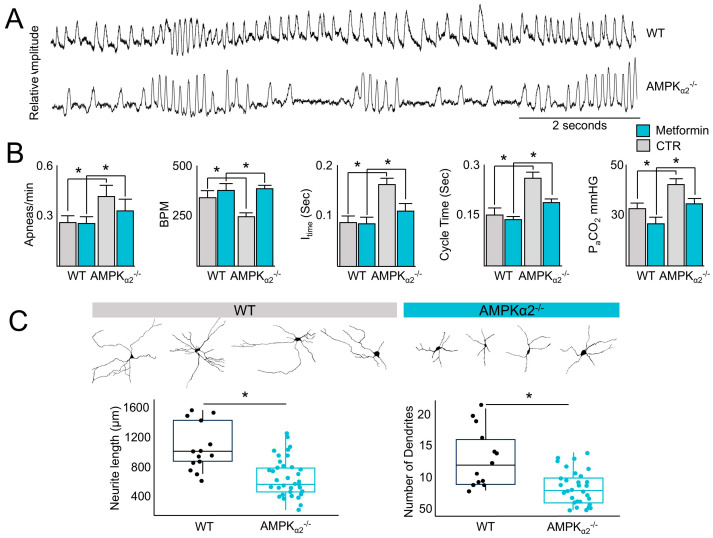
AMPK governs ventilatory patterns and respiratory control center neurite outgrowth. (**A**) Plethysmography recording demonstrating irregular ventilatory patterns in AMPKα_2_^−/−^ newborn mice compared with WT littermates. Upward deflections above baseline represent a single breath. (**B**) Plethysmography recordings were quantified with or without metformin treatment for the number of apneas/min, the number of breaths/min (BPM), the inspiratory time (I_time_), and the cycle time demonstrating metformin (200 mg/kg) rescued ventilatory aberrancies in AMPKα_2_^−/−^ newborn mice. Following plethysmography, PaCO_2_ was measured. (**C**) Images of brainstem sections at the level of the preBötzinger complex with neurons visualized using Golgi–Cox stain (left panels), representative neurons (upper panels), and quantification of neurite outgrowth showing impaired growth in AMPKα_2_^−/−^ newborn mice compared with WT littermates. Results are from 3 independent experiments. * Indicates *p* < 0.05.

**Figure 2:**
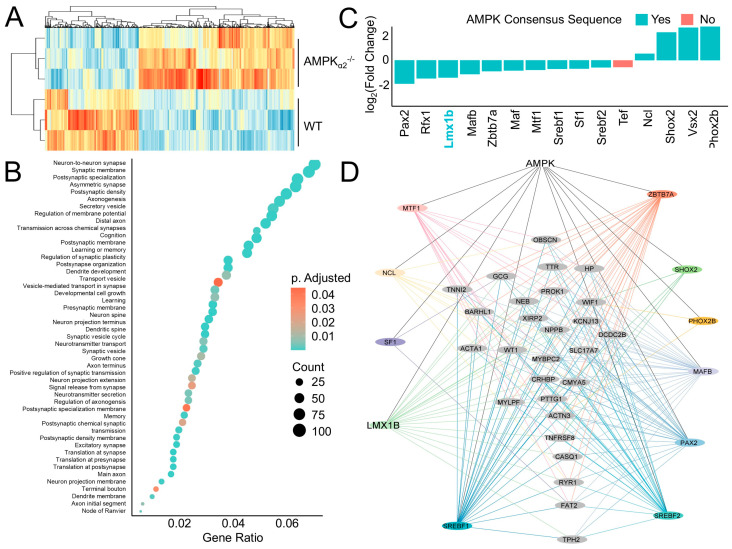
AMPK regulates a transcriptional network related to ventilatory control center development. (**A**) Heatmap of DEG expression levels from RNA-seq results generated from brainstem samples harvested from AMPKα_2_^−/−^ and WT littermates. (**B**) Functional enrichment analyses of DEGs identified in the AMPKα_2_^−/−^ compared with WT RNA-seq data. (**C**) Fold changes of transcription factors expressed in brainstem samples. Blue indicates presence of an AMPK phosphorylation consensus sequence. (**D**) AMPK interactome constructed by mapping AMPK phosphorylation sites to transcription factors that are expressed in brainstem regions and mapping their consensus sequences to the promoter regions +/− 1000 base pairs from the transcriptional start site. Differentially expressed genes (DEGs) are represented as grey nodes, transcription factors are colored nodes in the periphery of the graph with their color-coded consensus sequence connections to DEG promoters indicated by the lines. Abbreviations: LIM homeobox transcription factor 1-beta (Lmx1b), MAF bZIP transcription factor (Maf), MAF bZIP transcription factor B (Mafb), metal response element binding transcription factor 1 (Mtf1), nucleolin (Ncl), paired box 2 (Pax2), paired-like homeobox 2b (Phox2b), regulatory factor X1 (Rfx1), SHOX homeobox 2 (Shox2), steroidogenic factor 1 (Sf1), sterol regulatory element binding transcription factor 1 and 2 (Srebf1, Srebf2), thyrotroph embryonic factor (Tef) visual system homeobox 2 (Vsx2), and zinc finger and BTB domain containing 7A (Zbtb7a).

**Figure 3:**
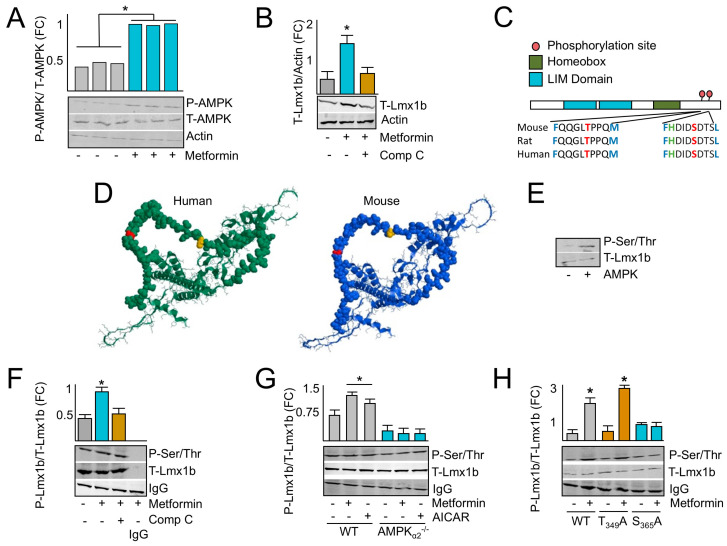
AMPK upregulates and phosphorylates Lmx1b on serine-365. (**A**) Immunoblotting from lysates harvested from neurons treated with metformin for 10 min to demonstrate AMPK activation via phosphorylation. (**B**) Immunoblotting from cell lysates showing metformin increased Lmx1b expression but was inhibited by co-administration of Comp. C. (**C**) Illustration of the domains of LMX1B, the location of the phosphorylation sites, and the flanking residues that meet the minimum AMPK phosphorylation consensus sequence. (**D**) α-fold Lmx1b structural prediction with the location of T349 (orange) and S365 (red). (**E**) Kinase assay indicating phosphorylation of Lmx1b in reactions containing AMPK but not in reactions without AMPK. (**F**) Immunoblot analysis of immunoprecipitated Lmx1b from WT neuron lysates showing increased phospho-Lmx1b in cells treated with metformin but not when co-treated with Comp. C. (**G**) Lmx1b immunoprecipitation followed by immunoblotting showing increased phospho-Lmx1b in neurons isolated from WT mice when treated with metformin or AICAR, but not in neurons isolated from AMPKα_2_^−/−^ mice. (**H**) Lmx1b immunoprecipitation followed by immunoblotting from neurons isolated from WT mice, transfected with WT, T349A or S365A constructs and then treated with metformin, or left untreated, demonstrating that metformin increased phosphorylation of S365 but not T349. Bar colors in bar plots distinguish sample groups. Results are from 3 independent experiments. * Indicates *p* < 0.05.

**Figure 4:**
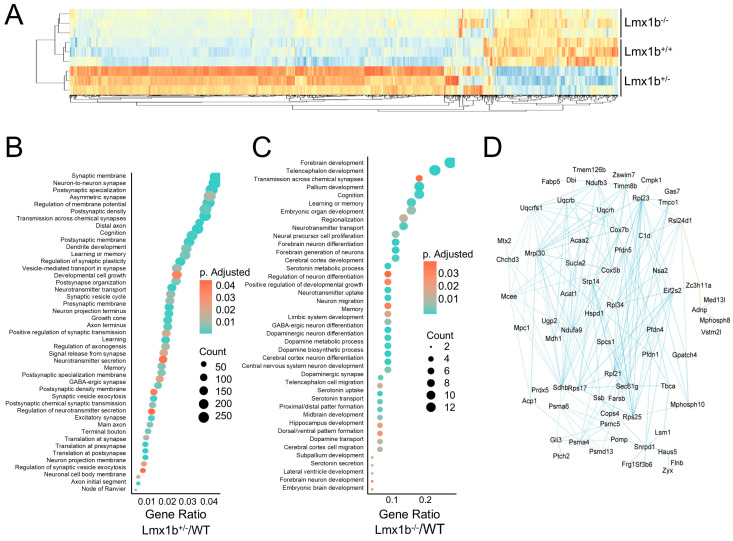
LMX1B activated a transcriptional profile of genes involved in the neuronal development in the brainstem. (**A**) Heatmap and cluster analysis of the expression levels of the union of DEGs identified in RNA-seq differential expression analyses comparing tissue samples collected from the brainstems of Lmx1b^−/−^ and Lmx1b^+/−^ mice compared to Lmx1b^+/+^ mice. Over representation pathway analysis of DEGs identified in the Lmx1b^+/−^ compared to WT mice (**B**) and Lmx1b^−/−^ compared to WT mice (**C**) RNA-seq data. (**D**) Interactome illustrating the relationships between genes identified with promoter sequences flanking +/− 1000 bp of the transcriptional start site.

**Figure 5:**
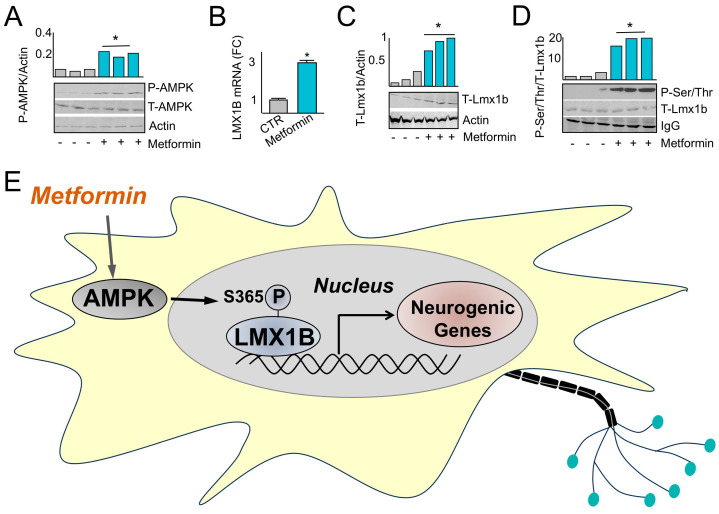
AMPK increases Lmx1b expression and phosphorylation. (**A**) Immunoblotting indicating increased phosphorylation of AMPK Thr-172 in fetal brainstem samples obtained from dams treated with metformin (200 mg/kg). qPCR analysis (**B**) and immunoblotting (**C**) using lysates demonstrating that metformin increases Lmx1b expression in fetal brainstem samples obtained from dams treated with metformin. (**D**) Immunoprecipitation followed by immunoblotting showed an increase in Lmx1b phosphorylation in fetal brainstem samples obtained from dams treated with metformin (200 mg/kg). (**E**) Graphical abstract illustrating that metformin-activated AMPK increases Lmx1b phosphorylation, which in turn transcriptionally activates neurogenic genes. * Indicates *p* < 0.05.

## Data Availability

All data from these experiments will be available after publication by request from the authors. RNA-seq data are available on Gene Expression Omnibus (GEO) under the accession number GSE284418.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26010213/s1.

# Supplementary material for: AMPK Phosphorylates LMX1b to Regulate a Brainstem Neurogenic Network Important for Control of Breathing in Neonatal Mice
**Source:** Int J Mol Sci. 2024 Dec 30;26(1):213. doi: 10.3390/ijms26010213
**Supplement:** Supplementary file 1

**Supplementary Materials:**

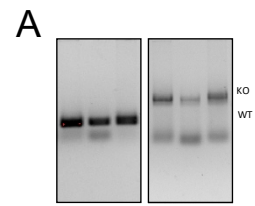

**Figure S1. Genotyping.** (A) Genotyping PCR reactions indicating lower AMPK $\alpha_2^{-/-}$  mice in the right three lanes and WT mice in the left three lanes

How the deposited data were processed for this re-analysis (not part of the article)

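The deposited tables hold RNA-seq values of 15 libraries from 2 experiments. The AMPK table holds 3 WT libraries and 3 libraries labelled AMPKα_2_-/-, from the brainstem of mice. The paper's methods name mice of the first postnatal days, but the age behind these libraries was not tested and stays open. Their oligodendrocyte marker genes summed to 14770 to 25530 CPM, against 216.6 to 399.2 CPM in the libraries of the Lmx1b table. The Lmx1b table holds 3 WT libraries, 3 labelled Lmx1b+/- and 3 labelled Lmx1b-/-, from the brainstem of embryos. The columns were assigned to these samples by the genotype and number in their names, and 0 columns of other samples were present. The column read as WT 3 of the AMPK table carries a suffix after its number, and whether it took the place of another library is open. The column read as WT 3 of the Lmx1b table carries the number 4, which is that of its library name.

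For each experiment, the authors deposited counts per gene and RPKM per gene. The paper's methods give systemPipeR for the RNA-seq analyses and hisat2 for the alignment, and do not name how the reads were counted per gene. The counts are whole numbers without normalization. The RPKM are the same counts divided by gene length and by the library's total count, which was checked on the values: the gene length they imply was the same in all libraries of a table. The paper's text does not name the genome build, the annotation, how reads with more than 1 match were counted or how the molecular indexes of the library kit were used. The tables list 57180 Ensembl gene identifiers, of which 51884 (90.7%) were matched to a symbol. Counts above 0 were found for 34073 of them in the AMPK table and 40964 in the Lmx1b table. No coordinates are given, since the build is not named.

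Total counts per library lay between 291212 and 17384171 in the AMPK table and between 28833130 and 37441679 in the Lmx1b table. The share of all counts on mitochondrially encoded genes and on ENSMUSG00000119584, the most abundant gene, was computed for each library. The level that a count of 0 allows was taken as 3 counts of the TMM-scaled total of each library. A fold change against a group at or below this level in every library is given only as a lower bound.

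Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with its default settings, libraries were scaled by TMM, and CPM are counts divided by the TMM-scaled total, in edgeR's unit. Differences between genotypes were tested with the quasi-likelihood F-test, in a fit of the 6 AMPK libraries and a fit of the 9 Lmx1b libraries, with genotype as the only term and Benjamini-Hochberg adjustment over all tested genes. Genes with an adjusted p under 0.05 are called DEGs. Standard errors of log2 fold changes come from the same fit. For Prkaa2 and Lmx1b, the CPM values were also compared by a two-sided exact permutation test. For the clustering by genotype, log2 CPM with a prior count of 2 were correlated between libraries, and the mean within genotypes minus the mean between genotypes was compared with that of every other split of the libraries.

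Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. There were 28 lists: presynaptic, postsynaptic, axonogenesis, dendrite development, telencephalon, serotonergic, midbrain dopaminergic, GABAergic, cell cycle and neural progenitor genes; the factors of Figure 2C, the genes of Figure 2D and of Figure 4D, the AMPK subunits, respiratory factors with Atoh1 and Dbx1, and the interactome genes of the text; and markers of choroid plexus, skeletal muscle, cerebellum, oligodendrocytes, astrocytes, erythroid cells, meninges, microglia, hindbrain Hox genes, immediate early genes, X inactivation and the Y chromosome. The lists of markers and pathways were written from general knowledge and not taken from the tables. Over-representation among DEGs was tested with the hypergeometric test on the 1457 mouse Reactome terms that come with fgsea 1.28.0, for terms of 10 to 500 genes, against the tested genes that have a term. The paper's own enrichment used other tools and term collections.

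The alternatives were DESeq2 1.42.0, edgeR's likelihood-ratio test and limma on log2 RPKM with a pseudocount of 1 or 0.1; size factors of DESeq2's kind (RLE), upper quartile scaling and scaling by library size only; all genes with any count, and genes with at least 10 counts in every library; an adjusted p under 0.05 or 0.1 together with a change of at least 2-fold, and an unadjusted p under 0.05; the replicate number as a block; a trend with gene length removed from each library by lowess with a span of 0.3; only the 6 libraries of the 2 genotypes compared; and each library left out in turn. For the lists, fry, camera with an estimated correlation and lists without shared genes were used. For the terms, each direction alone, all genes of the term file as background, and a background of 10000 random sets matched on gene length and expression were used. These choices, the tests, the lists and the rule for naming genes were fixed before the data were examined. Chosen after seeing the data were the removal of the trend with GC content, alone and with that of length, the omission of mitochondrially encoded genes and ENSMUSG00000119584, the omission of the 2 shallow AMPK libraries, and the depth class as a block.

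The genes named are Prkaa2 and Lmx1b in every library, the AMPK subunit genes, the factors of Figure 2C with Nr5a1, Atoh1 and Dbx1, and the interactome genes of the text. Some genes that this rule names are not reported here. For the genes of Figures 2D and 4D and for each list at a claim, a summary and the 3 members with the smallest p are given. For each comparison, the 3 genes with the smallest adjusted p in each direction are given, among DEGs whose groups do not overlap. Any other gene is said to be chosen after its values were seen, and for lists that stand at no claim the summary and the levels of their most abundant genes are given.

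The analysis was tested on simulated data with the depths of these libraries, in which 200 genes were changed. Of these, 191 passed the filter at the AMPK depths and 195 at the Lmx1b depths, and the shares refer to them. At the depths of the AMPK libraries, the quasi-likelihood test recovered 80% of the genes changed 4-fold and 15.6% of those changed 2-fold, with 91 true and 17 false calls. At the depths of the Lmx1b libraries it recovered 82.5% and 44.9%, with 124 true and 2 false calls. In 5 simulated sets without changes, 0 to 6 genes were called at the AMPK depths and 0 to 3 at the Lmx1b depths. The removal of the length trend was checked on simulated libraries with such a trend, where calls fell from 322 to 1 and from 3563 to 0.

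The experiments of the paper with cells, protein, plethysmography and binding motifs were not analysed here. Differences at an outlying sample were not tested, since each group has 3 libraries. The consensus sites behind Figures 2D and 4D were not searched again.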

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

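The tests for RNA of a female embryo and for the stage of the embryos in this part were chosen only after the results were seen.

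Xist was at 36.2 CPM (999 counts) in Lmx1b+/- 1, a library with Y-linked RNA at the level of the male libraries. It stood out because the paper does not discuss this gene and because the level lies above that of the other 4 male libraries, at 2.13 to 4.29 CPM, and far below that of the 4 libraries in which Xist exceeds the Y-linked genes, at 725 to 1270 CPM. These 4 libraries held 0.318 to 10.1 CPM of Y-linked RNA, so a low level of RNA typical of the other sex is not confined to Lmx1b+/- 1. The 4 Y-linked genes summed to 134.7 CPM in Lmx1b+/- 1, within the range of the other 4 male libraries (110.5 to 156.9 CPM). A candidate explanation is a small share of RNA from a female embryo. Such a share would lower the Y-linked sum by less than the spread between male libraries, so it cannot be told apart from a higher level of Xist in 1 male embryo. Reads carried over between libraries stay open as well and were not tested. No biological explanation was tested.

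The erythroid list was higher in Lmx1b+/- than in WT, with a median log2 fold change of 2.49. It stood out because the paper does not discuss these genes. All 8 tested genes of 12 were higher and were DEGs, also when adjusted over the list alone (camera adjusted p = 0.000160, 2.4e-05 to 0.000465 under the other settings with the preset correlation). With an inter-gene correlation estimated from the data, the erythroid list did not pass (camera adjusted p = 0.449). They were lower in Lmx1b-/- than in Lmx1b+/- (median −1.92, camera adjusted p = 0.000201). The summed level was 6095, 3552 and 7520 CPM in Lmx1b+/- 1 to 3, against 510.2 to 1252 CPM in WT and 1061 to 2383 CPM in Lmx1b-/-. Hbb-bs, the most abundant gene of the list, was at 2562, 1393 and 3542 CPM in Lmx1b+/- and at 194.9 to 423.8 CPM in WT. The list shares 0 genes with the other lists. The levels argue against a shift of 1 library, since every Lmx1b+/- library lay above every other library. A trend with gene length or GC content is argued against by the camera adjusted p of 0.000465 that was left with both trends removed. An earlier stage of the Lmx1b+/- embryos stays open. Of the other lists that it would move, the oligodendrocyte list was lower (camera adjusted p = 0.0029), while the astrocyte (camera adjusted p = 0.0520), cell cycle (camera adjusted p = 0.586) and neural progenitor lists (camera adjusted p = 0.789, median 0.02) did not pass. The genes of the last 2 lists go both ways, with 15 of 20 cell cycle and 7 of 12 neural progenitor genes higher. The neural progenitor sum was 1253, 1521 and 1961 CPM in Lmx1b+/- 1 to 3, against 890.1 to 907.9 CPM in WT. Together these values decide nothing. More blood left in the tissue stays open as well, as does an effect of the genotype, and neither was tested.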

How the results depend on the processing

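The fits without trends in GC content, without the 2 shallow libraries, with the depth class as a block and without the most abundant genes were chosen only after the results were seen. Where a value changed, the cause was not tested unless it is given.

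Among the fold changes of single genes, 1325 of the values under alternatives kept their direction and their side of the threshold, 207 no longer passed it, 22 passed it in addition and 12 reversed. For the gene lists these numbers were 245, 49, 14 and 10.

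The number of DEGs in the libraries labelled AMPKα_2_-/- was 1555. A change of at least 2-fold beside the adjusted p gave 604, fewer by construction. Such a change at an adjusted p under 0.1 gave 805. An unadjusted p under 0.05 gave 4272, more by construction. DESeq2 gave 680, of which 672 were among the 1555, limma on log2 RPKM 0 with either pseudocount (2757 and 2215 genes at an unadjusted p under 0.05), and genes with at least 10 counts in every library 825 of 3994 tested, so fewer genes were tested. Removing the GC trend gave 975 (531 higher, 444 lower), removing GC and length trends 278, and the depth class as a block 966, and for these the cause was not tested. Without the shallow libraries the number was 6, with 3657 genes at an unadjusted p under 0.05. In the fits that each left out 1 library it ran from 548 (without WT 3) to 2958 (without WT 1). Among the fits that left out 1 library of each genotype it ran from 6 and 173 (without WT 3 and AMPKα_2_-/- 3) to 3718 (without WT 1 and AMPKα_2_-/- 2). The main split of 655 higher and 900 lower became 273 and 1655 with library size only, which moved the median log2 fold change of all genes to −0.18, and 310 and 820 with the length trend removed. With a pseudocount of 0.1, limma on log2 RPKM moved this median to −0.12. The edgeR likelihood-ratio test, RLE, upper quartile scaling and all genes with any count gave 1583 to 1969.

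In Lmx1b+/-, a change of at least 2-fold gave 1770 genes in place of 7977, and 1968 at an adjusted p under 0.1. The fits that left out 1 library gave 5911 to 8404. The main split of 4225 higher and 3752 lower became 2176 and 5049 with limma on log2 RPKM, and 1936 and 4884 with the smaller pseudocount (median log2 fold change of all genes −0.11 and −0.23), 2054 and 5816 with library size only (median −0.27), 3997 and 2290 with the length trend removed, and 3982 and 2092 with GC and length trends removed.

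In Lmx1b-/-, 4 genes passed, and 1757 did at an unadjusted p under 0.05. DESeq2 gave 34, the likelihood-ratio test 36, limma on log2 RPKM 2 (969 at an unadjusted p under 0.05), library size only 19, all genes with any count 329 and the 6 libraries compared alone 13. The cause was not tested. Leaving out 1 library gave 3 to 11, with 11 without Lmx1b-/- 2, 10 without WT 2 and 7 without Lmx1b+/- 3. Between Lmx1b-/- and Lmx1b+/-, a change of at least 2-fold gave 955 in place of 5544, and 1061 at an adjusted p under 0.1. Leaving out 1 library gave 3500 (without Lmx1b-/- 3) to 6054 (without Lmx1b+/- 2). The main split of 2500 higher and 3044 lower became 3169 and 1404 with limma on log2 RPKM, 2532 and 1097 (3629 in all) with the smaller pseudocount, 3737 and 1296 with library size only, 1216 and 2482 with the length trend removed, and 1331 and 2640 with both trends removed. Library size only and the smaller pseudocount moved the median of all genes to 0.22 and 0.21.

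The replicate numbers did not pair the libraries: deviations from the group means of libraries with the same number correlated at −0.177 to 0.148. With the replicate number as a block, 1350 genes passed in the libraries labelled AMPKα_2_-/-, 7243 in Lmx1b+/-, 5 in Lmx1b-/- and 4720 between Lmx1b-/- and Lmx1b+/-. With the block and the length trend removed, 1216, 5397, 5 and 2859 passed. Prkag1 had a log2 fold change of −0.0562 with the block, against 0.0551 without it. Of the 12 factors compared with Fig. 2C, Lmx1b (−1.97) and Shox2 (3.00) differed from the figure with the block.

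The correlation within minus between genotypes in the AMPK table ran from −0.00335 (without AMPKα_2_-/- 3) to 0.0311 (without WT 1) when 1 library was left out, and was 0.252 over the 1000 genes with the largest variance. In the Lmx1b table it kept its sign throughout.

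Reversed in the AMPK table were Prkag1 (−0.12 with limma on log2 RPKM, −0.12 with library size only, −0.23 with the length trend removed and −0.23 with GC and length trends removed, −0.0639 to 0.25 with 1 library left out), Prkag2 (−0.0088 with library size only), Prkab2 (−0.67 to 0.0063 with 1 library left out) and Prkaa2 (−0.35 to 0.0329 with 1 library left out). With 1 library left out, each of these reversals came without WT 3. In Lmx1b+/-, Lmx1b reversed with limma on log2 RPKM (−0.0296) and ran from −0.30 (without Lmx1b+/- 1) to 0.56 with 1 library left out. The cause was not tested. All of these genes stayed short of the threshold.

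By fry, 0 lists passed in the libraries labelled AMPKα_2_-/- (7 at an unadjusted p under 0.05) and 1 in Lmx1b-/-. With the estimated correlation 0 passed in every comparison, with 0, 2, 2 and 3 lists at an unadjusted p under 0.05 in the libraries labelled AMPKα_2_-/-, in Lmx1b+/-, in Lmx1b-/- and between Lmx1b-/- and Lmx1b+/-. Directions reversed in 5 lists, whose camera adjusted p were: axonogenesis in the libraries labelled AMPKα_2_-/-, 0.905 with the length trend removed and 0.548 with GC and length trends removed; axonogenesis in Lmx1b+/-, 0.899 with both removed; GABAergic in Lmx1b-/-, 0.338 without shared genes; presynaptic in Lmx1b-/-, 0.464 with both removed and 0.0498 (without Lmx1b-/- 3) to 0.880 (without Lmx1b-/- 1) with 1 library left out; the genes of Figure 2D in the libraries labelled AMPKα_2_-/- with a range of 0.113 (without WT 3) to 0.896 (without AMPKα_2_-/- 1); and cell cycle in Lmx1b+/-, 0.00951 (without Lmx1b+/- 1) to 0.904 (without Lmx1b+/- 2). The cause was not tested.

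Of 33 Reactome terms in the libraries labelled AMPKα_2_-/-, 91 passed among the higher genes alone, 7 among the lower, 67 against all genes of the term file, 4 with a change of at least 2-fold and 190 by camera. Of 109 in Lmx1b+/-, 221 passed against all genes of the file, 23 with a change of at least 2-fold, 35 against the matched background and 389 by camera. In Lmx1b-/-, 146 passed by camera in place of 0. Between Lmx1b-/- and Lmx1b+/-, 124 passed, and 190, 31, 70 and 421 under the same 4 settings. The correlation of fold changes across genes between the libraries labelled AMPKα_2_-/- and Lmx1b-/- was 0.324. It was 0.553 with Lmx1b+/- in place of Lmx1b-/-, 0.590 over genes with at least 10 counts in every library and 0.271 with the length trend removed. The cause was not tested.

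The depth of the 2 shallow libraries limits what the AMPK table shows of single genes below 9.98 CPM.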

Differences from the paper's values

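None of the tests in this part was chosen only after the result was seen.

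The log2 fold changes of 12 factors read by eye from Fig. 2C, such as about −1.4 for Lmx1b, did not differ from those computed here (−1.35 for Lmx1b). The alternatives set before the data were examined included some for which they did differ: limma on log2 RPKM for 5 factors, the length trend removed for 2, and up to 6 in the fits that left out 1 library. A further planned setting in which 2 of them differed, Lmx1b among them, is given with the sensitivity of the results.

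The paper's text gives a smaller number of transcription factors for Fig. 2C than it then names. All 15 named were tested here, and all 15 were DEGs.

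The paper describes Sf1 as steroidogenic factor 1. The values that fall in with Fig. 2C are those of the gene for splicing factor 1 (log2 fold change −0.65), whereas Nr5a1, the gene of steroidogenic factor 1, had 2 counts in WT 1 and 0 in every other AMPK library.

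The paper presents the mice as lacking AMPKα_2_ and shows genotyping by PCR in its supplement. In the libraries so labelled, the mean RNA level of Prkaa2 stood at 76.3% of that in WT, and 0 of the settings tried made it a DEG. This mean includes the low value of the shallow library, while the deeper libraries so labelled had at least 22.3 CPM. RNA counts per gene cannot check the PCR or the protein.

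The paper describes axonogenesis among the pathways of the AMPK experiment. The axonogenesis list had a camera adjusted p of 0.121, and the setting that passed the threshold was the fit without WT 1 (0.0128). The Reactome term Axon guidance passed for these libraries (hypergeometric adjusted p = 0.0263). In Lmx1b+/-, where the paper also describes axonogenesis, the list passed (camera adjusted p = 0.0160) while the term did not (hypergeometric adjusted p = 0.0703). The term passed there among the lower genes alone (1.5e-08) and by camera (6.4e-05).

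The paper describes the pathways of the AMPK experiment as neuronal, and Fig. 2B shows such terms. The Reactome terms with the smallest p here were those of translation and respiration, such as Peptide chain elongation (hypergeometric adjusted p = 3.9e-23). Neuronal System (0.187) passed among the lower genes alone (0.00411), and Developmental Biology (0.0574) passed there (4.5e-07), against the matched background (0.0311) and by camera (0.00754).

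The paper describes enriched pathways for Lmx1b-/- in Fig. 4C. Here 4 genes were DEGs and 0 Reactome terms passed, also among the lower genes alone, with other backgrounds and with a change of at least 2-fold. Most of these DEGs have no Reactome term, so the hypergeometric test had too few genes to decide anything about the figure. More DEGs came from DESeq2 (34), the likelihood-ratio test (36), all genes with any count (329), library size only (19), the 6 libraries compared alone (13) and an unadjusted p under 0.05 (1757). By camera on the terms 146 passed. Transmission across Chemical Synapses, which the paper names, had a camera adjusted p of 0.248. The neural progenitor list, beside the precursor proliferation that the paper names, did not pass (camera adjusted p = 0.426) under any setting tried.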

Other observations

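Chosen only after the results were seen were the tests of a mislabelled sample, of the dissected region behind Tph2 and the Hox genes of AMPKα_2_-/- 1, of the stage of the Lmx1b+/- embryos, of a halved Lmx1b level in Lmx1b+/-, of a segment around Lmx1b, and of GC content and gene length together in the AMPK table.

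Other splits of the 6 libraries gave few DEGs. For the libraries labelled AMPKα_2_-/- against WT, 1 of the 10 splits gave as many as 1555, the real one, and the largest other split gave 27. For Lmx1b+/- against WT, Lmx1b-/- against WT and Lmx1b-/- against Lmx1b+/-, 1 of the 10 splits in each gave as many, again the real one, and the largest other gave 0. With 10 splits no share under 0.1 is possible, so this count alone decides nothing for a single comparison. For the Lmx1b libraries as a whole, the clustering by genotype, the largest of 280 splits (one-sided exact permutation test, p = 0.00357, and at most 0.025 with 1 library left out), argues against a grouping by chance. For the AMPK libraries, where 10 splits are all there are, it stays open.

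Fold changes ran with gene length and GC content in both experiments. Across genes, Spearman's rho with gene length was −0.408 in the libraries labelled AMPKα_2_-/-, −0.407 in Lmx1b+/-, −0.163 in Lmx1b-/- and 0.435 for Lmx1b-/- against Lmx1b+/-, and with GC content −0.271, −0.234, −0.224 and 0.171. The median length of the higher and lower DEGs was 1573 and 6734 bases in the libraries labelled AMPKα_2_-/-, and 1786 and 6250 bases in Lmx1b+/-. In Lmx1b+/-, 4651 of 7977 DEGs passed again in the same direction with the length trend removed, 6968 with the GC trend removed and 4285 with both removed, which argues against these trends as the whole source. In the libraries labelled AMPKα_2_-/-, 844 of 1555 passed again with the length trend and 865 with the GC trend removed, but 238 with both removed, so that the trends together may account for most of these calls. With both trends removed 278 genes passed, which argues against the trends as the source of these. RNA quality or a biological change of long and short genes, which would leave the same trends, stay open and were not tested.

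A few genes took much of the counts. Mitochondrially encoded genes took 10.4 to 13.9% of the counts in the WT libraries of the AMPK experiment and 20.0 to 21.7% in those labelled AMPKα_2_-/-. They took 5.57 to 6.74% in WT, 9.58 to 14.7% in Lmx1b+/- and 7.23 to 7.98% in Lmx1b-/- of the Lmx1b experiment, and ENSMUSG00000119584 took 4.56% (Lmx1b WT 3) to 22.7% (Lmx1b+/- 1). Without these genes 7865 of the 7977 DEGs of Lmx1b+/- passed again, which argues against them as the source.

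The 2 shallow AMPK libraries carried much of the calls. Without them 6 genes passed again, Gcg, Pttg1, Col11a2, Gal, Col27a1 and Slc17a7, and Col11a2 and Col27a1 are named after their values were seen. Simulated unchanged libraries of the same depths gave no more than 6 DEGs in any of 5 sets, which argues against depth alone as the main source of false calls. The simulation gave a gene the same spread in every library, so it cannot exclude false calls from a spread that differs with depth. A simulated set with changed genes at these depths gave 17 false among 108 calls, so some false calls stay possible. Fold changes with and without the shallow libraries correlated at 0.990 across genes. Both fits hold the deeper libraries, which carry most of the counts, so this value decides nothing. The other 8 fits of 2 libraries against 2 gave 173 to 3718 DEGs. Each of them kept a shallow library, so they cannot tell the smaller number of libraries from the unequal depth. What causes the loss of calls without the shallow libraries stays open.

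Sex does not separate the genotypes. Xist exceeded the Y-linked genes in 2 of 3 libraries labelled AMPKα_2_-/- and 2 of 3 WT libraries of that experiment, and in 1 Lmx1b+/-, 2 Lmx1b-/- and 1 WT library of the Lmx1b experiment, so that each genotype held both sexes. The X inactivation list holds 2 genes, too few for camera.

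A segment of donor strain genome around the targeted gene was tested. Of the 200 tested genes nearest to Prkaa2, 8 were DEGs (4.0%), against 9.10% elsewhere (one-sided Fisher's exact test, p = 0.998), which argues against it. Of the 200 genes nearest to Lmx1b, 89 (44.5%) were DEGs in Lmx1b+/-, against 37.1% of the genes elsewhere (one-sided Fisher's exact test, p = 0.0198). Of the 50 nearest, 21 (42%) were, against 37.2% elsewhere (one-sided Fisher's exact test, p = 0.286). A segment would leave few DEGs elsewhere, so the 37.1% argue against it as the source of the DEGs, while a small local excess stays open.

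Labels were checked on the targeted genes. Every Lmx1b-/- library had at most 1.45 CPM of Lmx1b, below every WT library, which argues against a mislabelled Lmx1b-/- library. A swap between the AMPK genotypes would leave some libraries with little Prkaa2, whereas the deeper libraries labelled AMPKα_2_-/- had at least 22.3 CPM, within the WT range. An allele that leaves reads on the gene, or libraries that all come from mice with Prkaa2, stay open. In Lmx1b+/-, Lmx1b lay 3.69 standard errors above the log2 fold change of −1 that a loss of 1 allele without compensation would give, and 2.55 standard errors above it without Lmx1b+/- 1, the lowest of the 9 fits that left out 1 library. This argues against a halved mRNA level, though the distance from −1 fell from 1.23 to 0.70 without Lmx1b+/- 1. Compensation by the other allele, an allele that leaves reads on the gene, or libraries labelled Lmx1b+/- that come from mice with 2 intact alleles stay open, so the Lmx1b level does not settle the genotype of these libraries.

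The dissected tissue may differ between groups. In Lmx1b+/-, 17 of 17 tested hindbrain Hox genes were higher (camera adjusted p = 0.00645, median log2 fold change 0.90), and 10 were DEGs, 11 when adjusted over the list alone. The Hox sum was 899.6, 467.6 and 279.2 CPM in Lmx1b+/- 1 to 3, against 207, 356.2 and 181.6 CPM in WT, with Hoxa5 the most abundant gene. Without Lmx1b+/- 1 the camera adjusted p was 0.0528, and fry did not call the list. The cerebellum list was lower in Lmx1b+/- (camera adjusted p = 0.00158). These values are in line with a difference in the region taken. A difference in stage stays open, since oligodendrocyte genes were lower (camera adjusted p = 0.0029) while the neural progenitor list did not pass (camera adjusted p = 0.789). The summed level of the neural progenitor list was higher, at 1253, 1521 and 1961 CPM in Lmx1b+/- against 890.1 to 907.9 CPM in WT, with 7 genes higher and 5 lower. An effect of the genotype on patterning stays open and was not tested apart from these.

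Skeletal muscle tissue is a candidate source of part of the genes of Figure 2D. The summed level of the muscle list was 11.4 times higher in WT 3 than in the next library. Its most abundant genes there were Myh4 (383.9 CPM), Ttn (198.4 CPM) and Tnnt3 (173.6 CPM), which stood at 0 to 4.54 CPM in the other libraries, and Acta1 was at 147.5 CPM. Of the 30 genes, 15 passed the filter, 0 are in another list, and the study picked 10 for Figure 2D. The column of WT 3 has a suffix in its name, so whether it took the place of another library is open. Without WT 3, Acta1 had a log2 fold change of −0.20 in place of −5.54. In the Lmx1b libraries the sum lay between 51.8 and 62.3 CPM (camera adjusted p = 0.641 in Lmx1b+/- and 0.479 in Lmx1b-/-).

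Choroid plexus tissue cannot be told apart from other sources of Ttr and Kcnj13 (quasi-likelihood adjusted p = 0.00627), the 2 DEGs of that list in the libraries labelled AMPKα_2_-/-. Kcnj13 was at or below the limit of detection in every WT library, and the limits allow no lower bound above 1 for its fold change. The list had a camera adjusted p of 0.0601 (0.00658 to 0.526 under the other settings with the preset correlation), a median log2 fold change of 0.24 and one of 0.16 with genes at the limit of detection set to their bound. Enpp2, the most abundant gene, was at 492.6, 389.4 and 408 CPM against 470.6, 232.9 and 365.2 CPM in WT. Of 16 genes, 10 were tested, 1 is in another list and the study picked 2. The sums overlapped, at 577.3, 446.4 and 580.2 CPM against 499.2, 276.2 and 405.3 CPM. Enpp2 made up most of each, so their overlap says little of the other genes of the list. In the Lmx1b libraries the sums ran from 181.5 CPM (Lmx1b+/- 1) to 1913 CPM (Lmx1b+/- 2) without a call (camera adjusted p = 0.591 in Lmx1b+/- and 0.275 in Lmx1b-/-).

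Tph2 was higher in the libraries labelled AMPKα_2_-/-, at 133.6, 3.63 and 69.5 CPM against 2.77, 6.66 and 0.70 CPM (log2 fold change 5.26, SE 0.85, quasi-likelihood adjusted p = 0.000835). The serotonergic list was higher as a whole (camera adjusted p = 0.00141, median 2.07, 11 of 11 tested genes higher, 7 DEGs and 10 when adjusted over the list alone), led by Tph2, Htr5b (6.17, quasi-likelihood adjusted p = 0.00107) and Slc6a4 (5.31, quasi-likelihood adjusted p = 0.00209). Its sum was 515.8, 92.4 and 256.9 CPM against 78.9, 89.8 and 55.5 CPM in WT. Of the 12 markers, 12 were above both deeper WT libraries in AMPKα_2_-/- 1, and 6 in AMPKα_2_-/- 2. In AMPKα_2_-/- 1 the Hox genes summed to 73.9 CPM, against 220.6 to 407.9 CPM in the other 5 libraries. More serotonergic and fewer Hox genes in AMPKα_2_-/- 1 go with a difference in the level of the brainstem taken for that library. A difference in that library alone would not account for AMPKα_2_-/- 3. Its serotonergic sum was also raised, at 256.9 CPM, beside a Hox sum of 220.6 CPM. Without AMPKα_2_-/- 1, 3 of the 7 DEGs, Tph2, Htr5b and Slc6a4, were called again, and 2 of the 11 tested genes had the opposite sign. The serotonergic list passed in all 10 settings with the preset correlation. The Hox list did not pass in the libraries labelled AMPKα_2_-/- (camera adjusted p = 0.219, 0 DEGs, 2 at an unadjusted p under 0.05). An effect of the genotype stays open and was not tested apart from this.

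Of the other lists in the libraries labelled AMPKα_2_-/-, the meninges list was higher (camera adjusted p = 0.0179, median 1.02), though not without WT 1 (0.186) or AMPKα_2_-/- 1. No call was made for the telencephalon (camera adjusted p = 0.0678, 4 genes tested), erythroid (0.154), cell cycle (0.199), immediate early (0.306), cerebellum (0.379), midbrain dopaminergic (0.388), neural progenitor (0.620), astrocyte (0.708), oligodendrocyte (0.788), GABAergic (0.788) and microglia lists (0.788). In Lmx1b+/-, no call was made for the astrocyte (camera adjusted p = 0.0520), midbrain dopaminergic (0.0688), GABAergic, Figure 2C, meninges and immediate early (0.179 each), serotonergic (0.284), cell cycle (0.586), Figure 2D (0.641), neural progenitor (0.789), telencephalon, microglia and Y chromosome lists (0.968 each). In Lmx1b-/-, the cerebellum (camera adjusted p = 2.8e-06), Figure 2C (0.00383), meninges (0.00383) and Y chromosome lists (0.0336) were lower, and the oligodendrocyte (0.0122), Hox (0.0122) and erythroid lists (0.0143) higher. No call was made there for the astrocyte (camera adjusted p = 0.0589), microglia (0.181), immediate early (0.342), Figure 2D (0.422) and AMPK subunit lists (0.631). Of the lists called lower in Lmx1b-/-, the Figure 2C list holds Lmx1b itself as its only DEG. The Y chromosome list goes with sex, since Xist exceeded the Y-linked genes in 2 Lmx1b-/- libraries and 1 WT library. Of the 4 Y-linked genes, 0 had an unadjusted p under 0.05.

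Atoh1 and Dbx1 had 0 counts in every AMPK library. In Lmx1b+/-, Atoh1 (log2 fold change 0.17, quasi-likelihood adjusted p = 0.839) and Dbx1 (0.35, quasi-likelihood adjusted p = 0.598) did not pass, nor did the list of respiratory factors (camera adjusted p = 0.968). In Lmx1b-/-, Atoh1 (−0.55, quasi-likelihood adjusted p = 0.809) and Dbx1 (−1.15, quasi-likelihood adjusted p = 0.617) did not pass, nor did this list (camera adjusted p = 0.425). Between Lmx1b-/- and Lmx1b+/-, Dbx1 was lower in Lmx1b-/- (quasi-likelihood adjusted p = 0.0486). Prkaa2 had a log2 fold change of −0.31 in Lmx1b+/- (quasi-likelihood adjusted p = 0.0162), and passed in 5 of the 9 fits without 1 library. It did not pass with the length trend removed (−0.02, quasi-likelihood adjusted p = 0.907), with GC and length trends removed (quasi-likelihood adjusted p = 0.151) or with the 6 libraries compared alone (quasi-likelihood adjusted p = 0.0597).

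Between Lmx1b-/- and Lmx1b+/-, the genes with the smallest adjusted p were Slc6a4 (log2 fold change −4.88, quasi-likelihood adjusted p = 1.2e-06), Tph2 (−4.92, quasi-likelihood adjusted p = 2.1e-05) and Fau (−1.19, quasi-likelihood adjusted p = 3.5e-05) among the lower and Agt (2.76, quasi-likelihood adjusted p = 7.3e-06), Rasgrf2 (0.96, quasi-likelihood adjusted p = 4.0e-05) and Arhgap26 (1.09, quasi-likelihood adjusted p = 4.0e-05) among the higher. The presynaptic, postsynaptic, dendrite development and axonogenesis lists were higher in Lmx1b-/- than in Lmx1b+/- (camera adjusted p = 1.8e-10, 7.9e-07, 3.0e-05 and 0.0139).

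Fold changes correlated across genes between comparisons, and genes are not independent replicates. Between the libraries labelled AMPKα_2_-/- and Lmx1b-/-, Pearson's r was 0.324 and Spearman's rho 0.454 over 17140 genes. Between Lmx1b+/- and Lmx1b-/-, Pearson's r was 0.559 and Spearman's rho 0.601 over 21729 genes. The latter share their WT libraries, and 10 simulations of unchanged groups against these gave a median r of 0.493 (0.489 to 0.506).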
